# E2F1 acetylation directs p300/CBP-mediated histone acetylation at DNA double-strand breaks to facilitate repair

**DOI:** 10.1038/s41467-019-12861-8

**Published:** 2019-10-30

**Authors:** Swarnalatha Manickavinayaham, Renier Vélez-Cruz, Anup K. Biswas, Ella Bedford, Brianna J. Klein, Tatiana G. Kutateladze, Bin Liu, Mark T. Bedford, David G. Johnson

**Keywords:** Cancer, Cell biology, Genetics, Molecular biology

## Abstract

E2F1 and retinoblastoma (RB) tumor-suppressor protein not only regulate the periodic expression of genes important for cell proliferation, but also localize to DNA double-strand breaks (DSBs) to promote repair. E2F1 is acetylated in response to DNA damage but the role this plays in DNA repair is unknown. Here we demonstrate that E2F1 acetylation creates a binding motif for the bromodomains of the p300/KAT3B and CBP/KAT3A acetyltransferases and that this interaction is required for the recruitment of p300 and CBP to DSBs and the induction of histone acetylation at sites of damage. A knock-in mutation that blocks E2F1 acetylation abolishes the recruitment of p300 and CBP to DSBs and also the accumulation of other chromatin modifying activities and repair factors, including Tip60, BRG1 and NBS1, and renders mice hypersensitive to ionizing radiation (IR). These findings reveal an important role for E2F1 acetylation in orchestrating the remodeling of chromatin structure at DSBs to facilitate repair.

## Abstract (web summary)

E2F1, which localises to DNA double-strand breaks (DSBs) to promote repair, is acetylated in response to DNA damage but the role this plays in DNA repair is unknown. Here the authors show that E2F1 acetylation creates a binding motif for the bromodomains of the p300/KAT3B and CBP/KAT3A acetyltransferases, which is required for recruitment of p300 and CBP to DSBs, to facilate repair.

## Introduction

The E2F1 transcription factor regulates the expression of genes involved in cell proliferation, apoptosis, and other cellular processes^1,2^. An important regulator of E2F1 is the retinoblastoma (RB) tumor-suppressor protein, which can bind and convert E2F1 from an activator to a repressor of transcription. E2F1 activity is deregulated in most cancers by disruptions in the RB pathway but the role of E2F1 in cancer is complex as it can either promote or inhibit tumor development depending on the context^2^. In addition to regulating transcription, a number of studies have revealed transcription-independent functions for E2F1 and RB in regulating DNA repair^3–7^. E2F1 localizes to sites of DNA damage dependent on its phosphorylation at serine 31 (serine 29 in mice) by the ATM or ATR kinases^8,9^. The topoisomerase II binding protein (TopBP1), which has multiple functions during the DNA damage response, specifically binds this phosphorylated form of E2F1 resulting in recruitment of E2F1 to sites of DNA damage^6,8^. RB associates with E2F1 at DNA double-strand breaks (DSBs) and helps to stabilize the interaction between phosphorylated E2F1 and TopBP1^7^. Thus there is a mutual dependence between E2F1 and RB for their recruitment to DSBs. Consistent with this finding, the absence of RB causes the same defects in DNA end-resection and homologous recombination (HR) as is observed in the absence of E2F1^7^. A knock-in mutation that prevents E2F1 phosphorylation (S29A) and recruitment of E2F1 and RB to sites of DNA breaks also impairs DNA repair and renders mice hypersensitive to ionizing radiation (IR)^7^.

In addition to phosphorylation, E2F1 is also acetylated in response to DNA damage on three lysine residues (K117, K120, and K125 in human E2F1) near the DNA-binding domain. Different reports have implicated PCAF/KAT2B^10,11^, CBP/KAT3A and p300/KAT3B^12,13^ and Tip60/KAT5^14^ in mediating E2F1 acetylation. Multiple deacetylases, including histone deacetylase 1 (HDAC1)^13^ and SirT1^15^, can also regulate E2F1 acetylation levels. E2F1 acetylation can occur in the absence of E2F1 phosphorylation and independently promotes E2F1 stabilization in response to DNA damage and may also target E2F1 to specific pro-apoptotic genes, such as *p73*^16^. Notably, how acetylation regulates the DNA repair function of E2F1 has not been addressed.

Bromodomains specifically recognize and bind acetylated lysine motifs and are found in a number of proteins associated with chromatin and involved in transcriptional regulation and/or DNA repair^17^. Small molecule inhibitors of bromodomains, such as those targeting the BET family of proteins, are emerging as promising drugs for cancers and other diseases^17,18^. It is therefore important to identify the acetylated protein targets that are read and regulated by bromodomain-containing proteins.

Here we demonstrate that the bromodomains of the related p300 and CBP acetyltransferases specifically bind to the acetylated motif of E2F1. This interaction with acetylated E2F1 is critical for p300/CBP recruitment to DSBs and induction of histone acetylation at the sites of damage. Mutating the three sites of E2F1 acetylation also impairs the recruitment of other chromatin-modifying enzymes and repair factors to DSBs, leads to defective DNA repair, and renders mice hypersensitive to IR. These findings define a mechanism by which p300 and CBP are recruited to DSBs dependent on E2F1 and RB and reveal crosstalk between E2F1 acetylation and histone acetylation as an important component of the DNA damage response.

## Results

### The bromodomains of p300 and CBP bind to acetylated E2F1

In response to DNA damage, human E2F1 is acetylated on lysine residues K117, K120, and K125^10,12,14,16^. To identify proteins that interact with this acetylated form of E2F1, we screened a protein domain microarray with peptides that were either unacetylated or acetylated on lysine residues corresponding to K117, K120, and K125 of human E2F1 (Fig. 1a and Supplementary Fig. 1a). The bromodomain of p300 was identified as binding to the E2F1 peptide when acetylated but not unacetylated (Fig. 1a). Peptide pull-down assays using glutathione S-transferase (GST) fusion proteins confirmed a specific interaction between the acetylated E2F1 peptide and the bromodomain of p300 (Fig. 1b) as well as the bromodomain of the closely related acetyltransferase, CBP (Fig. 1c). The binding was further corroborated by ^1^H,^15^N heteronuclear single quantum coherence (HSQC) nuclear magnetic resonance (NMR) titration experiments (Fig. 1d). The E2F1ac peptide induced chemical shift perturbations in either the isolated bromodomain of p300 or the p300 construct containing bromodomain, the RING finger, and PHD finger (BRP), whereas unacetylated E2F1 peptide failed to do so (Supplementary Fig. 1b). Further analysis using mono-acetylated and di-acetylated E2F1 peptides indicates that acetylation at K125 is sufficient for binding the bromodomains of p300 and CBP (Fig. 1b, c and Supplementary Fig. 1c). However, GST-CBP, but not GST-p300, was also efficiently pulled down using a K117 mono-acetylated peptide (Fig. 1b, c).

**Fig. 1:**
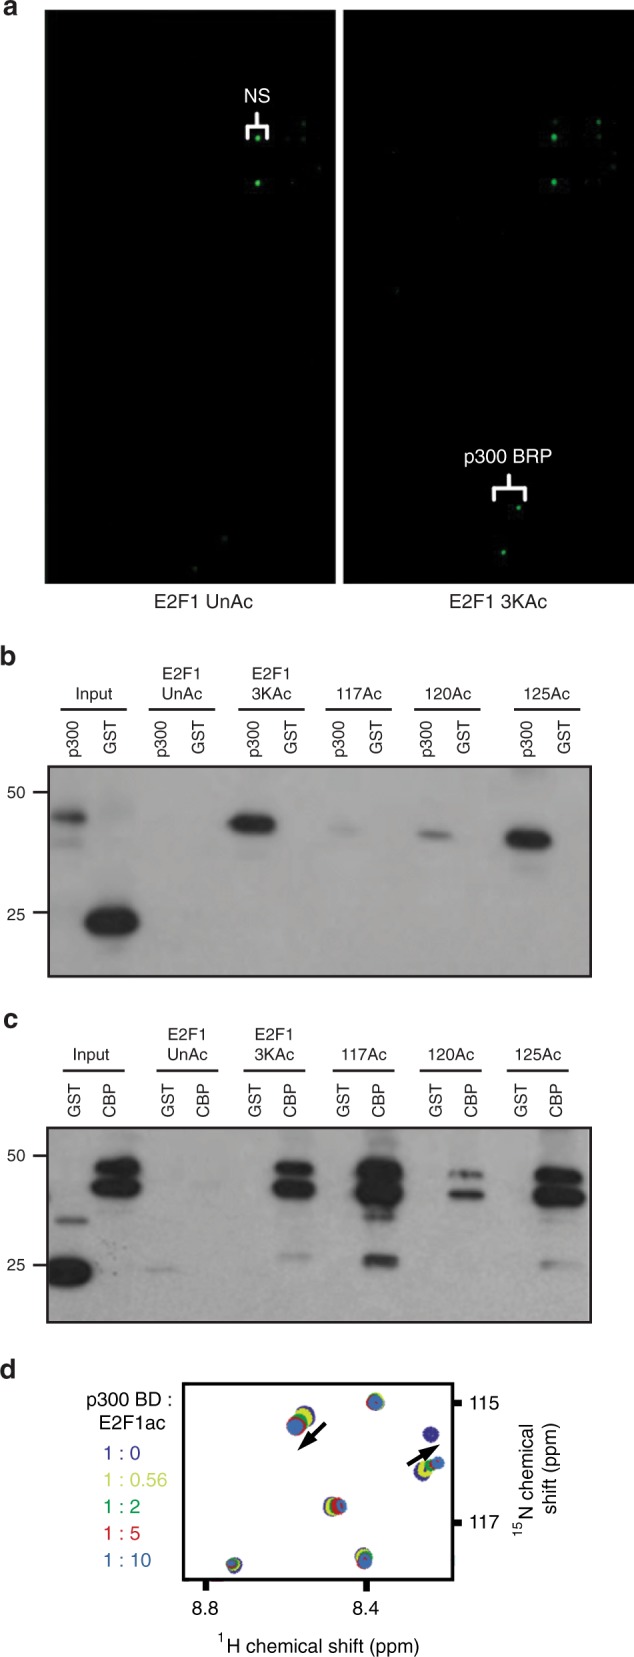
E2F1 acetylation creates a binding motif for the bromodomains of p300 and CBP. **a** A tri-acetylated E2F1 peptide (3KAc) but not unacetylated peptide (UnAc) binds to recombinant p300 containing the bromo, ring finger, and PHD domains (BRP) in a protein domain microarray. NS indicates nonspecific interaction. **b**, **c** E2F1 peptides unacetylated, tri-acetylated, or mono-acetylated at K117, K120, or K125 were incubated with purified GST-fusion proteins containing the bromodomain domain of p300 (**b**) or CBP (**c**). Following pull-down, western blot for GST was performed to examine binding between p300 or CBP and the E2F1 peptides. **d** A ^1^H, ^15^N heteronuclear single quantum coherence NMR titration experiment was performed using the p300 bromodomain and an acetylated E2F1 peptide. Source data of **b** and **c** are provided as Supplementary Data 5

E2F1 is recruited to DSB sites via a phospho-specific interaction with the BRCT domain-containing protein TopBP1^8^. We previously used a recombinant GST-TopBP1 fusion protein to specifically pull-down the phosphorylated form of E2F1 and its associated proteins^7^. In addition to pulling down E2F1 and RB, the GST-TopBP1 fusion construct also pulled down endogenous p300 and CBP from extracts made from wild-type mouse embryonic fibroblasts (MEFs) treated with IR but not from untreated MEFs (Fig. 2a). A homozygous *E2f1* S29A knock-in mutation that prevents E2F1 phosphorylation and its interaction with TopBP1 also prevents association of p300 and CBP with the GST-TopBP1 fusion construct (Fig. 2a). GST-TopBP1 also pulled down endogenous p300 and CBP, along with E2F1 and RB, from extracts made from human U2OS cells treated with IR but not from untreated cell extract (Fig. 2b). As we previously observed^7^, knocking down RB reduced the interaction between E2F1 and TopBP1 and also prevented the IR-inducible association of p300 and CBP with GST-TopBP1. This suggests that RB helps to stabilize the interaction between p300/CBP and the phosphorylated form of E2F1 that is recognized by TopBP1.

**Fig. 2:**
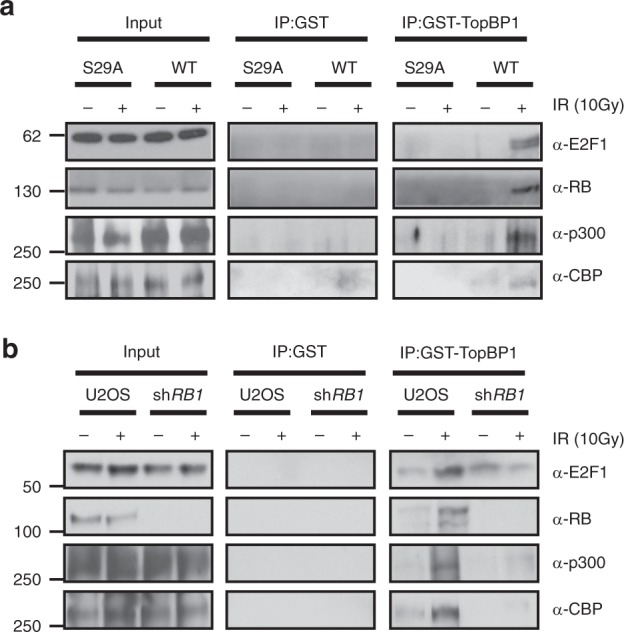
Phosphorylated E2F1 interacts with p300 and CBP in response to DNA damage. **a** GST-TopBP1 (BRCT1-6) or GST control protein were incubated with whole-cell extract from wild-type (WT) or *E2f1*^*S29A/S29A*^ (S29A) MEFs that were either untreated (−) or treated (+) with IR (10 Gy) and associated proteins were identified 2 h post-IR by western blot analysis. **b** A similar GST-TopBP1 pull-down assay was performed using extracts from parental U2OS cells or cells knocked down for RB, either untreated (−) or treated (+) with IR (10 Gy). Source data of **a** and **b** are provided as Supplementary Data 5

### E2F1 recruits p300 and CBP to DNA DSBs

Previous studies demonstrated that p300 and CBP are recruited to DNA breaks and participate in local histone acetylation and remodeling of chromatin structure to facilitate repair^19–21^. However, the mechanism by which p300 and CBP are recruited to DSBs is not fully understood. We previously used an inducible I-PpoI endonuclease system^22^ combined with chromatin immunoprecipitation (ChIP) to demonstrate that E2F1 and RB are enriched at DNA sequences flanking DSBs dependent on E2F1 phosphorylation by ATM^7^. Using this assay, we confirmed that E2F1 and RB are recruited to an I-PpoI-induced DSB in mouse chromosome 5 (mChrom5) in primary wild-type MEFs but not in *E2f1*^*S29A/S29A*^ MEFs (Fig. 3a). In contrast, γH2AX is enriched at the induced DSB in both wild-type and *E2f1*^*S29A/S29A*^ MEFs. Consistent with our finding that p300 and CBP associate with E2F1 in response to DNA damage, p300 and CBP were also recruited to the induced DSB in wild-type MEFs but not in MEFs harboring the *E2f1* S29A mutation (Fig. 3a). Moreover, H3K18ac and H3K56ac, two histone acetylation marks generated by p300/CBP^23–27^, were enriched at the DSB in wild-type but not in S29A knock-in MEFs. This defect in p300 and CBP recruitment in *E2f1*^*S29A/S29A*^ MEFs is not due to differences in E2F1, RB, p300, or CBP protein levels (Supplementary Fig. 2a). No enrichment of E2F1, RB, p300, CBP, or H3 acetylation marks was observed at the *Gapdh* locus, which lacks an I-PpoI cut site (Supplementary Fig. 2b).

**Fig. 3:**
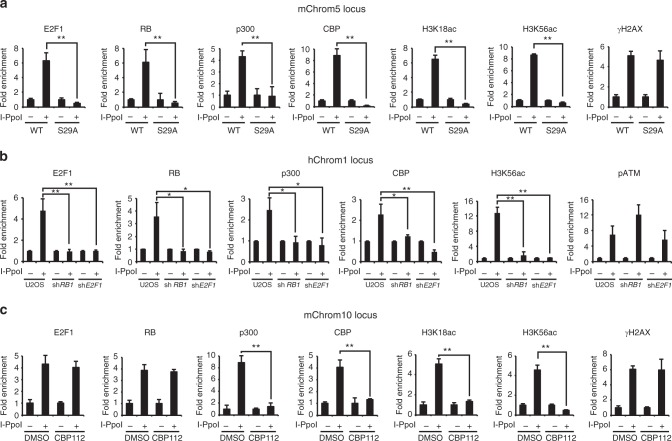
Recruitment of p300 and CBP to DSBs is dependent on E2F1 and RB. **a** Primary wild-type (WT) or *E2f1*^*S29A/S29A*^ (S29A) MEFs were uninfected (−) or infected (+) with a retrovirus expressing HA-ER*-I-PpoI and induced with 2 μM 4-hydroxy tamoxifen (4-OHT) for 12 h. ChIP was performed for E2F1, RB, p300, CBP, H3K18ac, H3K56ac, and γH2AX as indicated. Occupancy was determined by qPCR for a region on mouse chromosome 5 (mChrom5), 166 bp 3’ to an I-PpoI cut site. Fold enrichment represents the ratio between percentage of input of infected cells and uninfected cells. **b** A similar I-PpoI ChIP assay was performed and analyzed as above using parental U2OS cells and U2OS cells expressing shRNA to *RB1* and *E2F1*. Occupancy of E2F1, RB, p300, CBP, H3K56ac, and phospho-ATM was determined for a region on human chromosome 1 (hChrom1), 280 bp 5’ to I-PpoI cut site. **c** Primary wild-type MEFs either untreated (DMSO vehicle) or treated with the bromodomain inhibitor CBP112 (1 μM for 24 h) were subjected to the I-PpoI ChIP assay as above and occupancy was determined by qPCR at the mouse chromosome 10 (mChrom10) locus. Graphs represent average ± SD of three independent experiments (*n* = 3). *P* values were calculated by unpaired Student’s *t* test. **P ≤ 0.01 is highly significant and *P ≤ 0.05 is significant. Raw data of **a**–**c** are provided as Source Data File

The I-PpoI cut site in mChrom5 analyzed above is located in an euchromatic region, 5’ to *RIKEN cDNA 4930519G04* gene. We previously demonstrated that E2F1 and RB are also recruited to an I-PpoI-induced DNA break in a heterochromatic region of mouse chromosome 10 (mChrom10)^7^. Both p300 and CBP were also enriched at this chromosome 10 cut site following I-PpoI induction in wild-type MEFs, as were several H3 acetylation marks mediated by these enzymes (Supplementary Fig. 2c). However, p300 and CBP recruitment and induction of H3 acetylation at this DSB were abolished in *E2f1*^*S29A/S29A*^ knock-in MEFs even though γH2AX was enriched as in wild-type MEFs. Using a similar I-PpoI assay system in human U2OS cells, we find that E2F1, RB, p300, and CBP are also recruited to a DSB induced within the *DAB1* gene on chromosome 1^28^ and this was associated with an induction of H3K56 acetylation (Fig. 3b). Depletion of E2F1 or RB in U2OS cells did not affect p300 or CBP protein levels (Supplementary Fig. 3a) or phospho-ATM enrichment at the DNA break site, but it did prevent enrichment of p300, CBP, and H3K56ac (Fig. 3b). Similar results were observed at the *rDNA* locus in U2OS cells but not at the control *GAPDH* locus (Supplementary Fig. 3b, c). Taken together, these findings reveal that p300 and CBP are recruited to DSBs in different chromatin environments dependent on E2F1 and RB and that this is critical for inducing several H3 acetylation marks at the sites of damage.

Incubation of wild-type MEFs with CBP112, a small molecule inhibitor specific for the bromodomains of CBP and p300^29^, did not affect γH2AX induction or recruitment of E2F1 and RB to an I-PpoI-induced DSB but it did inhibit recruitment of p300 and CBP and induction of H3K18ac and H3K56ac at the site of damage (Fig. 3c). Western blot analysis demonstrated that CBP112 treatment had little effect on the total protein levels of p300 and CBP or occupancy of p300 and CBP at the negative control *Gapdh* locus (Supplementary Fig. 3d, e). This indicates that the bromodomain inhibitor specifically blocks enrichment of p300 and CBP at DSBs and highlights the importance of the bromodomains for their E2F1-dependent recruitment to DNA breaks.

### Generation of *E2f1* acetylation-deficient mouse model

We generated a targeted mutant mouse line in which the three sites of E2F1 acetylation were mutated from lysine to arginine and named this allele *E2f1*^*3KR*^ (Supplementary Fig. 4a, b). Similar to *E2f1*^*−/−*^ and *E2f1*^*S29A/S29A*^ knock-in mouse models, homozygous *E2f1*^*3KR/3KR*^ knock-in mice are viable and display no obvious phenotype under unstressed conditions. RNA-sequencing (RNA-seq) analysis was performed on wild-type and *E2f1*^*3KR/3KR*^ MEFs, before and after treatment with the radiomimetic drug neocarzinostatin (NCS), to examine the impact of the 3KR mutation on global gene expression patterns. 

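MEFs, the fibroblasts grown from mouse embryos, were used at passage 3. NCS, which breaks DNA in the way ionizing radiation does, was given at 250 ng/ml for 3 h. The RNA-seq data cover 12 samples, 3 for each genotype and treatment. For every sample, the authors deposited raw counts without normalization, the number of sequenced reads assigned to each mouse gene by its Ensembl identifier. The paper's text does not name the aligner, the counting program or the genome build. Gene positions and names were therefore taken from GENCODE release M21 (GRCm38), which holds 32919 of the identifiers and lacks 5072, and the former carried at least 99.4% of the counts of each sample. Between 33203757 and 45279321 reads per sample were counted on genes. The median was 37016067 in untreated wild-type MEFs, 39194405 in NCS-treated wild-type MEFs, 37094856 in untreated 3KR MEFs and 37205651 in NCS-treated 3KR MEFs. Differential expression was tested with the quasi-likelihood model of edgeR on counts normalized by its TMM method, with 1 coefficient per group, all 12 samples in the fit and Benjamini-Hochberg adjustment to a false discovery rate (FDR) of 0.05. The filter on low counts left 15327 genes. Their common biological coefficient of variation between samples of a group was 3.95%. In both treatments, wild-type replicate 3 was further from its 2 fellow replicates than these were from each other, with a chi-square per gene of 7.57 to 9.37 against at most 2.27 in wild-type MEFs. Xist, which is transcribed from the inactive X chromosome of female cells, had 30590.1 to 35635 normalized counts in the 6 samples of 3KR MEFs and 32.3 to 62.5 in the 6 of wild-type MEFs. The Y-linked gene Ddx3y had 5370.3 to 5822 normalized counts in the wild-type samples and 7.00 to 16.2 in the 3KR samples. The sex of the cells and the genotype therefore cannot be told apart in these 12 samples.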

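E2f1 (ENSMUSG00000027490) lies on the minus strand of chromosome 2, from 154559407 to 154569892. Its counts, normalized by the size factors of DESeq2 as in the paper, were 1146 ± 133 (SD, n = 3) in untreated wild-type MEFs and 1121 ± 9.31 (SD, n = 3) in untreated 3KR MEFs. After NCS they were 1237 ± 56.1 (SD, n = 3) in wild-type MEFs and 1223 ± 49.2 (SD, n = 3) in 3KR MEFs. The log2 fold change of 3KR against wild-type was -0.03 without treatment (standard error 0.06, edgeR FDR = 0.710) and -0.02 after NCS (standard error 0.06, edgeR FDR = 0.863). Both were smaller than their standard errors. A two-sided exact permutation test of the normalized counts gave p = 1 without treatment and p = 0.50 after NCS, or 1 and 0.615 when adjusted over the 16 such tests run on the genes of Fig. 4a. With 3 samples against 3, the smallest p such a test allows is 0.10. Leaving out replicate 3 of the untreated wild-type MEFs moved the untreated value most, to a log2 fold change of 0.06. Its edgeR FDR was then 0.372, within a range of 0.235 to 0.820 over 10 alternatives. NCS raised E2f1 by 0.11 on the log2 scale in wild-type MEFs (edgeR FDR = 0.211) and by 0.13 in 3KR MEFs (edgeR FDR = 0.135). Without replicate 3 of the untreated wild-type MEFs, the rise in wild-type MEFs was 0.21 (edgeR FDR = 0.00383, within a range of 0.00383 to 0.696 over 10 alternatives). With the culture as a block, which pairs untreated and NCS samples of the same number, the edgeR FDR in 3KR MEFs was 0.0415. Its range was 0.0218 to 0.329 over 10 alternatives. In 3KR MEFs, the deviations of same-numbered samples from the group means had a mean correlation of 0.0179. A single culture behind all 3KR samples would also give such a value, so it does not tell whether the pairing holds. The difference between the responses of the 2 genotypes was 0.02 on the log2 scale (standard error 0.09, edgeR FDR = 0.951).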

Expression levels of *E2f1* were similar between wild-type and *E2f1*^*3KR/3KR*^ MEFs, consistent with similar E2F1 protein levels in wild-type and 3KR knock-in cells before and after DNA damage (Fig. 4a, b). As expected, the 3KR mutation prevented E2F1 acetylation in response to DNA damage (Fig. 4c).

**Fig. 4:**
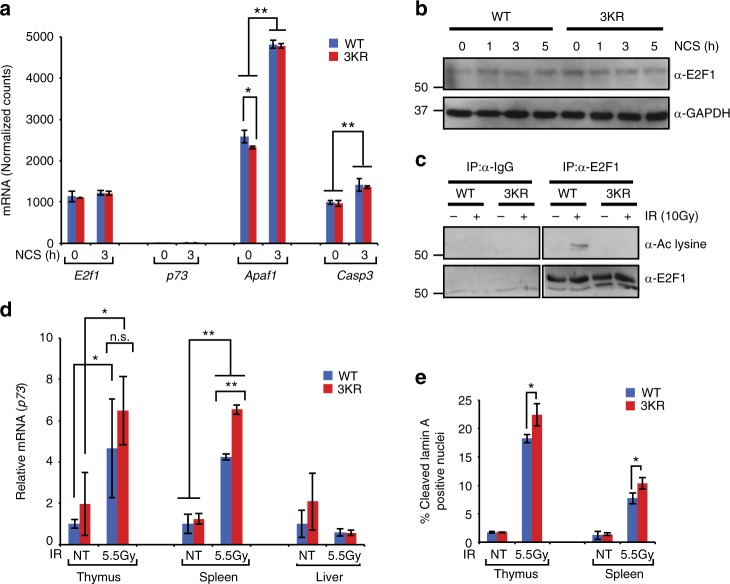
Characterization of the E2F1 acetylation 3KR knock-in mouse model. **a** RNA-seq was performed on wild-type (WT) and *E2f1*^*3KR/3KR*^ (3KR) MEFs untreated or treated with NCS (250 ng/ml for 3 h) and the normalized mRNA counts for *E2f1*, *p73*, *Apaf1*, and *Caspase3* (*Casp3*) are presented. **b** Western blot analysis was performed to examine E2F1 protein levels in primary wild-type (WT) and *E2f1*^*3KR/3KR*^ (3KR) MEFs before and after DNA damage with NCS (250 ng/ml) for the indicated times. **c** Wild-type and *E2f1*^*3KR/3KR*^ MEFs were untreated or exposed to 10 Gy IR and cell extracts made 2 h later. Co-immunoprecipitation was performed using control IgG or antibody to E2F1 (C-20, rabbit polyclonal) followed by western blot analysis for acetylated lysine (top) or E2F1 (bottom) using a different antibody (KH95, mouse monoclonal). **d** Wild-type (WT) and *E2f1*^*3KR/3KR*^ (3KR) mice were exposed to 5.5 Gy of IR and tissues collected 2 h later. Total RNA was isolated and cDNA was prepared by RT-PCR using random hexamer primer. Expression of *p73* in the thymus, spleen, and liver was determined by qPCR. **e** Wild-type (WT) and *E2f1*^*3KR/3KR*^ (3KR) mice were exposed to 5.5 Gy of IR and thymus and spleen tissues were collected 2 h later. Tissue sections were stained for the cleaved form of Lamin A. The average of percentage of positive nuclei is presented. All graphs represent average ± SD of three independent experiments (*n* = 3) of cells or mice. *P* values were calculated by unpaired Student’s *t* test. **P ≤ 0.01 is highly significant and *P ≤ 0.05 is significant. Source data of **b** and **c** are provided as Supplementary Data 5. Raw data of **a**, **d**, and **e** are in Source Data File

A previous study suggested that E2F1 acetylation is involved in regulating the *p73* gene promoter in response to DNA damage^16^. In primary MEFs, however, expression of *p73* was barely detectable with very few sequence tags in each sample, independent of treatment or genotype (Fig. 4a). 

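In the mouse, p73 is encoded by Trp73 (ENSMUSG00000029026), which lies on the minus strand of chromosome 4, from 154056253 to 154140208. Of the 12 samples, 4 had no read on the gene, and 1, an NCS-treated wild-type sample, had more than 3 counts. That sample held the highest raw count, 7. The normalized counts were 0.345 ± 0.598 (SD, n = 3) in untreated and 3.34 ± 3.35 (SD, n = 3) in NCS-treated wild-type MEFs. In 3KR MEFs they were 0.953 ± 0.912 (SD, n = 3) without treatment and 1.70 ± 1.55 (SD, n = 3) after NCS. At the depth of these libraries, 3 counts correspond to between 0.0663 and 0.0904 CPM (counts scaled to equal library totals), and the highest level in any sample was 0.184 CPM. These limits cover counting error only. The low-count filter removed Trp73, so the model across genes gave no FDR for it. In exact two-sided permutation tests, p was 0.40 between untreated genotypes, 0.70 between NCS-treated genotypes, 0.20 for NCS in wild-type MEFs and 0.50 for NCS in 3KR MEFs. After adjustment over the same family of tests, the lowest of these values was 0.457. With 3 samples against 3, these tests could not have given a p under 0.10.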

In sharp contrast, the expression of *Apaf1* and *Caspase3*, two other pro-apoptotic genes regulated by E2F^30,31^, are readily detectable in primary MEFs and their expression increases in response to DNA damage (Fig. 4a). 

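Apaf1 (ENSMUSG00000019979) lies on the minus strand of chromosome 10, from 90989311 to 91082770. In wild-type MEFs, the normalized counts of Apaf1 were 2616 ± 155 (SD, n = 3) without treatment and 4876 ± 85.2 (SD, n = 3) after NCS. In 3KR MEFs they were 2345 ± 38.3 (SD, n = 3) without treatment and 4827 ± 62.1 (SD, n = 3) after NCS. NCS changed Apaf1 by 0.89 on the log2 scale in wild-type MEFs (standard error 0.04, edgeR FDR = 3.31e-14) and by 1.04 in 3KR MEFs (standard error 0.04, edgeR FDR = 1.77e-15). In each of these 2 comparisons, every NCS-treated sample had a higher count than every untreated sample (two-sided exact permutation p = 0.10, adjusted p = 0.267). Untreated and NCS samples of the same number deviated together from their group means in wild-type MEFs (mean correlation 0.323 across 9602 genes, which are not independent) and not in 3KR MEFs (0.0179). In wild-type MEFs this rested on replicate 3. The difference between replicates 1 and 2 had a correlation of 0.0214 between treatments, against 0.434 and 0.416 for the pairs with replicate 3. With the culture as a block, the log2 fold changes were 0.90 and 1.04. Over 10 alternatives, the response of Apaf1 in wild-type MEFs stayed between 0.86 and 0.94. Across all tested genes, NCS changed 4090 in wild-type MEFs (2189 higher, 1901 lower) and 4721 in 3KR MEFs (2417 higher, 2304 lower). The changes in both genotypes shared 2666 genes, of which 2613 changed in the same direction. With the culture block, the numbers were 5239 and 5801, and 4086 and 4713 of the respective genes were shared with those called without the block. The balance of directions in wild-type MEFs depended on the processing. It was 1992 higher and 2200 lower with at least 10 counts in every sample. With only the 6 samples compared, it was 1462 higher and 1626 lower. The other alternatives kept more genes higher than lower. The 5 genes with the lowest p-values for induction in wild-type MEFs were Cdkn1a, Pmaip1, Ccng1, Ei24 and Cep170b, with log2 fold changes of 1.18, 2.05, 1.01, 1.12 and 1.01.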

The basal expression level of *Apaf1*, but not of *Caspase3*, was lower in *E2f1*^*3KR/3KR*^ MEFs, but induction in response to DNA damage was similar between genotypes for both genes, and this was confirmed by reverse transcriptase real-time quantitative PCR (RT-qPCR) analysis of independent samples (Supplementary Fig. 4c). 

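Without treatment, the log2 fold change of Apaf1 in 3KR against wild-type MEFs was -0.16 (standard error 0.04, edgeR FDR = 0.00159). Adjusted over the Fig. 4a genes alone, the FDR was 0.00133. Every untreated 3KR sample had a lower Apaf1 count than every untreated wild-type sample, although 3 samples against 3 cannot give an exact permutation p under 0.10. The log2 fold change stayed between -0.20 and -0.12 over 10 alternatives. After NCS, the value for Apaf1 was -0.01 (standard error 0.04, edgeR FDR = 0.780). The response to NCS was compared between genotypes by an interaction term. For Apaf1 the response was larger in 3KR MEFs by 0.15 on the log2 scale (standard error 0.05, edgeR FDR = 0.148 over all genes and 0.0363 over the Fig. 4a genes). With the culture as a block, the difference was also 0.15 and the edgeR FDR over all genes was 0.0403, within a range of 0.0403 to 0.302 over 15 alternatives. The RT-qPCR measurements of independent samples were not analysed here.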

To determine whether *p73* expression and induction in response to DNA damage is tissue restricted, *E2f1*^*3KR/3KR*^ and wild-type control mice were untreated or exposed to 5.5 Gy of IR and RNA was isolated from various tissues 2 h post-IR. The expression of *p73* was significantly induced in the thymus and spleen, but not in the liver of irradiated mice. However, contrary to expectations, the E2F1 3KR mutation actually enhanced the induction of *p73* expression in response to IR, although this was significant only in the spleen (Fig. 4d). Consistent with this finding, the apoptotic response to IR in the thymus and spleen was higher in *E2f1*^*3KR/3KR*^ mice compared to wild-type mice (Fig. 4e).

Gene Set Enrichment Analysis (GSEA) was used to analyze the RNA-seq data from primary MEFs to determine which functional pathways might be altered by the E2F1 3KR mutation. 

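The Gene Ontology sets of the paper were not used here. Mouse Reactome pathways from the fgsea package took their place, with sets of 15 to 500 tested genes. This left 693 sets over 13787 genes with an NCBI gene identifier. Some sets gave the same size and p-value under different names, so a count of sets can exceed the number of separate groups of genes. For each treatment, the genes were ranked by the signal-to-noise ratio between the 3 wild-type and the 3 3KR samples, computed on normalized counts with a minimum SD of 0.2 times the mean. Enrichment was tested by preranked GSEA, which permutes genes and not samples, with an FDR of 0.05 over all sets. The sets were assigned to immune, nervous system, and repair, cell cycle and apoptosis groups by patterns in their names. In addition, 17 lists of genes were written by hand before the data were examined. Of these, 14 held at least 5 tested genes and were tested in the same way, with the FDR taken over the 14 lists.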

Fifty-five out of 2499 gene sets were significantly enriched (upregulated) in wild-type cells compared to *E2f1*^*3KR/3KR*^ mutant cells before DNA damage (Supplementary Data 1) and 96 gene sets were enriched in wild-type cells compared to *E2f1*^*3KR/3KR*^ cells after DNA damage (Supplementary Data 2). 

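Without treatment, 9 of the 693 Reactome sets (1.30%) were enriched in wild-type MEFs, and after NCS 29 sets (4.18%) were. The lowest p-values in untreated MEFs belonged to the sets for the neuronal system, potassium channels and fibrin clot formation. After NCS they belonged to laminin interactions, the neuronal system and axon guidance. The 30 tested genes of the laminin set had a median log2 fold change of 3KR against wild-type of -0.41 without treatment (FDR = 0.0253 by gene permutation) and -0.39 after NCS (FDR = 7.07e-04 by gene permutation). Enriched sets in both directions numbered 35 without treatment and 132 after NCS. The choice of test moved these counts most. Parting the 6 samples of a treatment in the 3 other ways that separate as many same-numbered pairs gave 37 to 76 enriched sets without treatment and 22 to 103 after NCS. Each of these ways leaves both genotypes on each side in unequal numbers, so it still carries part of the genotype difference. With the limma function camera and an inter-gene correlation estimated for each set, no set passed the FDR, and 23 untreated and 52 NCS sets had an unadjusted p under 0.05. With camera and a fixed inter-gene correlation of 0.01, 15 and 65 sets passed.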

The majority of gene sets whose expression was significantly lower in *E2f1*^*3KR/3KR*^ mutant cells compared to wild-type cells, either before or after DNA damage, were related to neurodevelopment and/or differentiation. 

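Of the 9 sets enriched in untreated wild-type MEFs, 5 (55.6%) had names of the nervous system group, among 28 such sets tested. After NCS, 6 of the 29 sets (20.7%) did. In both treatments these included potassium channels, voltage-gated potassium channels and L1CAM interactions, whose names do not mention the nervous system. Of the 29 sets, those for downstream signaling of FGFR1, FGFR2, FGFR3 and FGFR4 shared size and p-value. In untreated MEFs, the 187 genes of the neuronal system set had an FDR of 0.00791 by gene permutation and a median log2 fold change of -0.07. The 261 genes of the axon guidance set had an FDR of 0.0264 by gene permutation and a median of -0.13. The hand-written list of nervous system development genes shifted further. Its 50 tested members had a median of -0.80 without treatment (FDR = 2.77e-08 by gene permutation over the lists), and 41 of them were lower in 3KR MEFs. By edgeR, 35 members were significantly lower and 5 significantly higher, and the same total of 40 passed when the FDR was taken over the list alone. After NCS the median was -0.97, with 40 members significantly lower and 5 higher. Ngfr (ENSMUSG00000000120, chromosome 11) fell from 2925 ± 110 (SD, n = 3) normalized counts in untreated wild-type MEFs to 654 ± 6.38 (SD, n = 3) in untreated 3KR MEFs, a log2 fold change of -2.17 (standard error 0.04, edgeR FDR = 1.66e-21). Nes (ENSMUSG00000004891, chromosome 3) had a log2 fold change of -1.50 (standard error 0.04, edgeR FDR = 1.09e-19). In the opposite direction, Slit3 (ENSMUSG00000056427, chromosome 11) had a log2 fold change of 1.38 (standard error 0.03, edgeR FDR = 1.01e-20). A list of Schwann cell and neural crest markers had a median of -2.13 over 12 tested genes (FDR = 7.57e-07 by gene permutation), with 9 significantly lower by edgeR, also with the FDR over the list alone. Among these was Sox10 at -2.39.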

Almost 200 gene sets were found to be significantly enriched in *E2f1*^*3KR/3KR*^ cells compared to that in wild-type cells in the absence or presence of DNA damage, respectively. 

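In the opposite direction, 26 of the 693 Reactome sets (3.75%) were enriched in untreated 3KR MEFs, and 103 sets (14.9%) after NCS. The lowest p-values in untreated MEFs belonged to chemokine receptors and their ligands, class A rhodopsin-like receptors and ligand binding by G protein-coupled receptors. After NCS, the sets for the cell cycle and for mitosis came first. The balance of directions without treatment changed with the test. Ranked by the signed square root of the quasi-likelihood F, 15 sets were higher and 22 lower in 3KR MEFs, and with the replicate number as a block in that ranking 30 were higher and 31 lower. With camera and an inter-gene correlation of 0.01, 5 were higher and 10 lower. With replicate 3 of the untreated wild-type MEFs left out, the untreated count in both directions fell to 14, the lowest of the 6 fits that each left out 1 sample. With replicate 3 of the NCS-treated wild-type MEFs left out, the NCS count in both directions fell to 66.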

Gene sets upregulated in *E2f1*^*3KR/3KR*^ cells were primarily involved in innate immune function (Supplementary Data 3 and 4). 

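Immune names were carried by 10 of the 26 sets enriched in untreated 3KR MEFs (38.5%) and by 11 of the 103 sets enriched after NCS (10.7%). In all, 49 sets of this group were tested, and none of them was enriched in wild-type MEFs. Enriched 32-gene sets for the immune system, adaptive immunity, class I antigen presentation and cross-presentation shared 1 p-value per treatment. The numbers 10 and 11 therefore count 1 result several times. The 28 tested genes of the chemokine receptor set had a median log2 fold change of 1.04 without treatment (FDR = 7.16e-04 by gene permutation). For the 99 genes of the interferon signaling set it was 0.18 (FDR = 0.00518 by gene permutation). For the 434 genes of the innate immune system set it was -0.03 (FDR = 0.00992 by gene permutation), so this set rose through a minority of its genes. Ranking the genes by the signed square root of the quasi-likelihood F left 1 immune set enriched in 3KR MEFs in each treatment. The hand-written lists changed more. Of 41 tested interferon response genes, 39 were higher in untreated 3KR MEFs, with a median of 1.39 (FDR = 1.40e-09 by gene permutation over the lists, from the smallest p the method keeps). By edgeR, 37 were significantly higher and 2 lower, and all 39 passed when the FDR was taken over the list alone. After NCS the median was 1.15. The median of the 32 tested innate and inflammatory genes was 0.72 without treatment (FDR = 3.16e-05 by gene permutation) and 0.60 after NCS (FDR = 1.68e-05 by gene permutation). Isg15 (ENSMUSG00000035692, chromosome 4) rose from 205 ± 16.6 (SD, n = 3) normalized counts in untreated wild-type MEFs to 840.4 ± 26.3 (SD, n = 3) in untreated 3KR MEFs, a log2 fold change of 2.03 (standard error 0.09, edgeR FDR = 3.20e-15). The chemokine gene Cxcl5 (ENSMUSG00000029371, chromosome 5) rose from 210.1 ± 21.1 to 3345 ± 114 (SD, n = 3 each), a log2 fold change of 3.98 (standard error 0.06, edgeR FDR = 1.04e-23). Markers of macrophages were also higher, with a median of 1.10 over 19 tested genes (FDR = 9.14e-08 by gene permutation), 17 of them significantly higher by edgeR and 18 with the FDR over the list alone.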

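The name patterns for DNA repair, DNA damage, the cell cycle and apoptosis also took in sets for DNA replication and telomeres. They left out other sets of these themes, among them M phase, separation of sister chromatids and global genomic nucleotide excision repair. The set for DNA strand elongation was also left out, and it was enriched in untreated 3KR MEFs (32 genes, FDR = 0.00992 by gene permutation). The counts of the group are therefore not complete. The Reactome sets tested that matched these patterns numbered 87. Without treatment, 3 of them were enriched, all in 3KR MEFs: DNA repair (133 genes, FDR = 0.0281 by gene permutation), mitotic cell cycle (381 genes, FDR = 0.0308 by gene permutation) and cell cycle (445 genes, FDR = 0.0348 by gene permutation). Their median log2 fold changes of 3KR against wild-type were 0.11, 0.06 and 0.06. After NCS, 34 of the 87 sets were enriched, again all in 3KR MEFs. The DNA repair set then had a median of 0.14 (FDR = 2.61e-04 by gene permutation), and the set for G2/M checkpoints a median of 0.25 (51 genes, FDR = 2.61e-04 by gene permutation). The sets for homologous recombination repair, double-strand break repair and apoptosis did not pass in either treatment. Their FDRs by gene permutation were 0.218, 0.327 and 0.973 without treatment and 0.0577, 0.129 and 0.928 after NCS. With this ranking, no set of the group was enriched in wild-type MEFs in either treatment. Ranked by the signed square root of the quasi-likelihood F, 1 of 32 enriched sets of the group was lower in 3KR MEFs after NCS. With camera and the estimated inter-gene correlation, 0 of these sets passed the FDR in either treatment, and 2 untreated and 19 NCS sets had an unadjusted p under 0.05.

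Lists of single genes were examined in the same way. The 47 tested cell cycle genes had a median of 0.28 without treatment (FDR = 9.56e-05 by gene permutation over the lists) and 0.46 after NCS (FDR = 4.67e-10, from the smallest p the method keeps). By edgeR, 39 of them were significantly higher and 2 lower without treatment, and 42 passed with the FDR over the list alone. The 34 E2F target genes had medians of 0.28 and 0.41 (FDR = 0.00611 and 1.35e-06 by gene permutation), with 24 significantly higher and 4 lower without treatment, and 28 with the FDR over the list alone. The 34 homologous recombination genes had a median of 0.20 without treatment (FDR = 0.00630 by gene permutation) and 0.28 after NCS (FDR = 5.36e-04). Of these, 13 were significantly higher by edgeR without treatment and 20 after NCS, none was significantly lower, and the same numbers passed when the FDR was taken over the list alone. In untreated MEFs, the homologous recombination list no longer passed with camera, where its FDR was 0.0707 at a correlation of 0.01 and 0.0758 with estimated correlations, the highest values in a range from 0.00185 over 11 alternatives. Of 26 damage signaling genes, 15 were significantly higher and 2 lower without treatment by edgeR, and 18 passed with the FDR over the list alone. As a list they did not pass without treatment (median 0.17, FDR = 0.278 by gene permutation) and were at the threshold after NCS (median 0.20, FDR = 0.0500 by gene permutation), where 8 of 11 alternatives moved them over the threshold. End joining genes had medians of 0.07 in both treatments and did not pass (FDR = 0.457 and 0.577 by gene permutation). The apoptosis list had medians of 0.03 and -0.02 and did not pass either (FDR = 0.550 and 0.420 by gene permutation), although 10 of its 34 genes were significantly higher and 10 significantly lower without treatment by edgeR, the same 20 in total as with the FDR over the list alone. The 19 genes of proteins that the paper discusses had medians of 0.14 and 0.10 and did not pass (FDR = 0.457 and 0.661 by gene permutation). By edgeR, 9 of them were significantly higher and 2 lower without treatment, and 8 higher and 2 lower after NCS. With the FDR over the list alone, 14 and 10 passed. Rb1, which overlaps Rcbtb2 on the opposite strand, was lower in all 6 fits that each left out 1 sample. Its log2 fold change was -0.43 to -0.33 without treatment and -0.45 to -0.33 after NCS. Targets of p53 were lower in 3KR MEFs, with medians of -0.27 and -0.14 (FDR = 0.0153 and 0.0200 by gene permutation), and 20 of the 30 were significantly lower and 3 higher without treatment by edgeR, or 24 with the FDR over the list alone. Among the genes themselves, Brca2 (ENSMUSG00000041147, chromosome 5) had a log2 fold change of 0.76 without treatment (standard error 0.08, edgeR FDR = 6.12e-08). Rad50 differed by 0.22 (standard error 0.04, edgeR FDR = 2.05e-04), Atm by 0.34 (standard error 0.06, edgeR FDR = 1.20e-04) and Nbn by 0.03 (standard error 0.05, edgeR FDR = 0.667). Pmaip1 differed by -2.12 (standard error 0.08, edgeR FDR = 4.17e-16) and Cdkn1a by -0.83 (standard error 0.03, edgeR FDR = 2.86e-17). After NCS, over the 6 fits that each left out 1 sample, Rad50 differed by 0.29 to 0.31 (highest edgeR FDR = 1.28e-04). In the same fits Atm differed by 0.06 to 0.16 (highest edgeR FDR = 0.543) and passed in none.

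**Figure D1:**
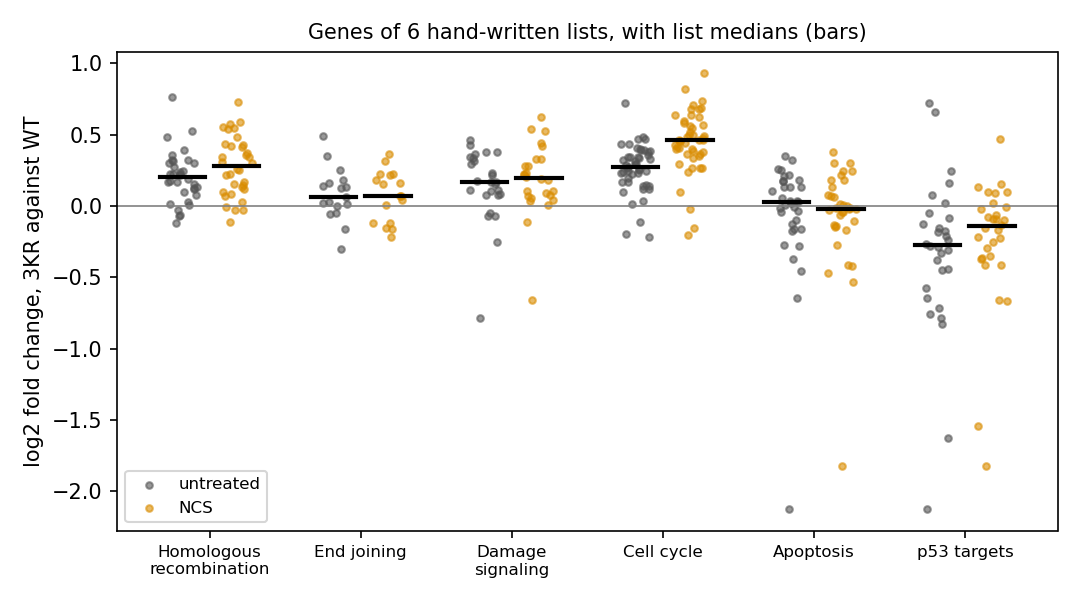
Log2 fold change of 3KR against wild-type MEFs for each tested gene of 6 hand-written lists, without treatment (gray) and after NCS (orange). Points are genes from the edgeR fit to 12 samples and bars are list medians, which lie at 0.20 and 0.28 for homologous recombination, 0.28 and 0.46 for the cell cycle and -0.27 and -0.14 for p53 targets.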

Importantly, no gene sets related to DNA repair, DNA damage response, cell cycle, or apoptosis were significantly different between wild-type and *E2f1*^*3KR/3KR*^ knock-in MEFs, before or after DNA damage. These findings indicate that, while the E2F1 3KR mutation has a significant impact on global gene expression patterns, even in the absence of DNA damage, genes involved in DNA damage repair and cell cycle checkpoint responses are not significantly affected.

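Between genotypes, 7007 of the tested genes (45.7%) differed significantly in untreated MEFs, 3392 higher and 3615 lower in 3KR MEFs. After NCS, 7131 genes (46.5%) differed, 3510 higher and 3621 lower. The FDRs treat the 3 samples of a group as independent, and whether they came from separate cultures was not settled here. The sex of the cells cannot be told apart from the genotype in these samples. Most of the differences between genotypes were small. The change was more than 2-fold for 1318 genes without treatment and for 1218 after NCS. Both treatments shared 5370 of the genes, and 5333 of these differed in the same direction. Across all tested genes, which are not independent replicates, the log2 fold changes in the 2 treatments had a Pearson correlation of 0.851. In 8204 genes (53.5%), the 3 untreated wild-type samples did not overlap the 3 untreated 3KR samples, against 10% by chance. With DESeq2's Wald test in place of edgeR, 6721 and 6806 genes differed, of which 6684 and 6796 were shared. Among genes with at least moderate expression and no overlap between groups, the largest increases on autosomes in untreated 3KR MEFs were 5.15 for Cxcl3 and 4.51 for Thbs4 on the log2 scale, and the largest autosomal decrease was -3.46 for Crmp1, which overlaps Evc on the opposite strand. In 572 genes (3.73%), the response to NCS differed between genotypes, and with the culture as a block 1379 genes did. The first principal component of log2 CPM held 59.0% of the variance and separated the genotypes, and the second held 11.9% and separated the treatments.

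**Figure D2:**
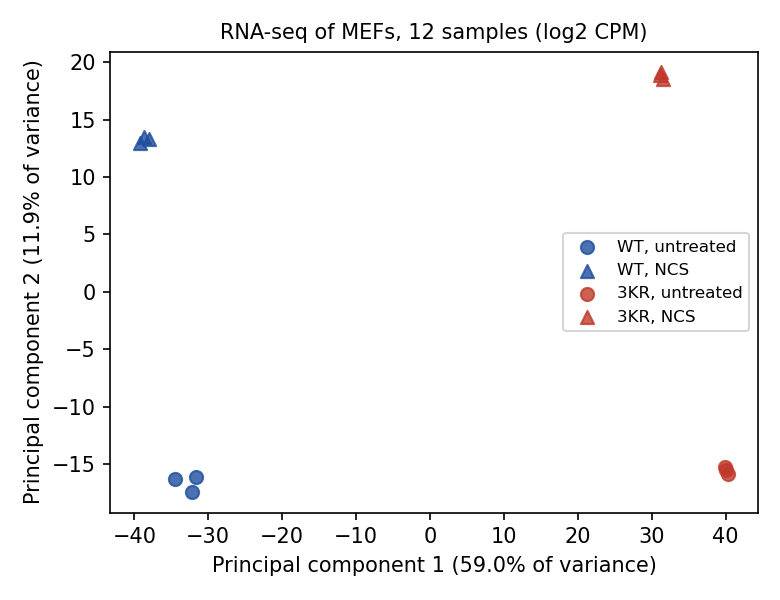
Principal components 1 and 2 of the 12 RNA-seq samples, computed on log2 CPM of the tested genes. Each point is 1 sample, blue for wild-type and red for 3KR, with circles for untreated and triangles for NCS-treated MEFs, and the components hold 59.0% and 11.9% of the variance.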

### E2F1 3KR mutation impairs histone acetylation at DSBs

To determine how mutating the sites of E2F1 acetylation impacts its recruitment to DSBs, as well as the recruitment of other factors, we performed the I-PpoI ChIP assay in primary MEFs derived from homozygous *E2f1*^*3KR/3KR*^ knock-in and wild-type control mice. The E2F1 3KR mutation did not significantly impact induction of γH2AX or enrichment of E2F1 and RB at a DSB located on mChrom10 but recruitment of p300 and CBP and induction of H3K18ac and H3K56ac were abolished (Fig. 5a). This difference in recruitment was not due to differences in p300 and CBP protein levels between genotypes before or after DNA damage induction (Fig. 5b). Similar results were obtained at another I-PpoI cut site on mChrom5 (Supplementary Fig. 5a). No enrichment of p300, CBP, or histone H3 acetylation marks was observed in either MEF culture after I-PpoI induction at the negative control *Gapdh* locus (Supplementary Fig. 5b). These findings are consistent with the bromodomain inhibitor data and the model in which phosphorylation recruits E2F1 and RB to DNA breaks while E2F1 acetylation is recognized by p300 and CBP leading to their recruitment and induction of H3 acteylation at the sites of DNA damage.

**Fig. 5:**
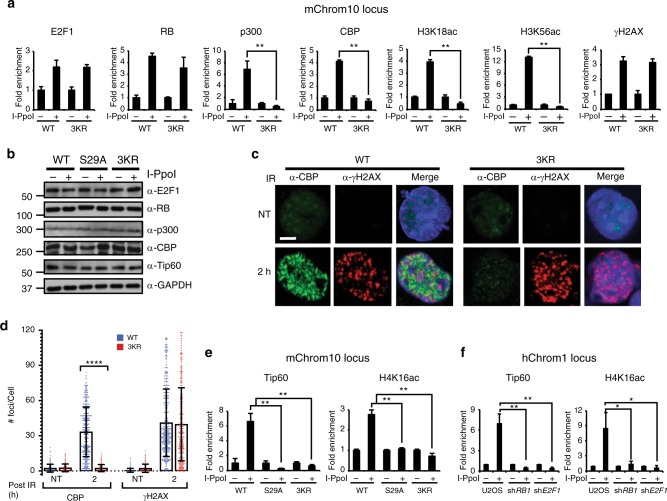
The E2F1 3KR mutation impairs multiple histone acetylation events at DSBs. **a** Primary wild-type (WT) and *E2f1*^*3KR/3KR*^ (3KR) MEFs were subjected to the I-PpoI ChIP assay and qPCR was performed to determine the occupancy of the indicated proteins and H3 acetylation marks at mChrom10 locus. **b** Wild-type (WT), *E2f1*^*S29A/S29A*^ (S29A), and *E2f1*^*3KR/3KR*^ (3KR) MEFs were uninfected or infected with a retrovirus expressing inducible I-PpoI, treated with 4-OHT, and western blot analysis was performed for E2F1, RB, p300, CBP, Tip60, and GAPDH. **c** Wild-type and *E2f1*^*3KR/3KR*^ MEFs were mock treated (NT) or exposed to 5 Gy of IR 2 h prior to in situ extraction and fixation. Representative images show formation of IR-induced foci for CBP (green) and γH2AX (red) and merged with DAPI staining (blue) of nuclei. Bar, 10 μm. **d** Quantification of CBP and γH2AX foci. Each treatment group was in triplicate, and in total at least 450 cells (*n* > 450) were counted per treatment group. Graphs represent average ± SD of foci per cell. Overlaid scattered dot plot shows the distribution of foci. *P* values were calculated by unpaired Mann–Whitney *U* test. ****P < 0.0001 is highly significant. **e** Primary wild-type (WT), *E2f1*^*S29A/S29A*^ (S29A), and *E2f1*^*3KR/3KR*^ (3KR) MEFs were subjected to the I-PpoI ChIP assay and occupancy of Tip60 and H4K16ac at mChrom10 locus was determined. **f** Parental U2OS cells and U2OS cells expressing shRNA to *RB1* and *E2F1* were subjected to the I-PpoI ChIP assay and qPCR was performed to determine occupancy of Tip60 and H4K16ac at hChrom1 locus. Except **d**, other graphs represent average ± SD of three independent experiments (*n* = 3). *P* values were calculated by unpaired Student’s *t* test. **P ≤ 0.01 is highly significant and *P ≤ 0.05 is significant. Source data of **b** is provided as Supplementary Data 5. Raw data of **a** and **d**–**f** are in Source data file

To further support this model, immunofluorescence (IF) for CBP and p300 was performed to observe IR-induced foci formation as an indicator of recruitment to DSBs. CBP and p300 both formed foci in response to IR that partially co-localized with γH2AX in wild-type MEFs (Fig. 5c, d and Supplementary Fig. 5c). However, the E2F1 3KR mutation abolished IR-induced foci formation of p300 and CBP while γH2AX induction was unaffected. These findings again indicate an important function for E2F1 acetylation in the recruitment of p300/CBP to damaged DNA.

In addition to H3 acetylation, histone H4 acetylation is also known to be induced at DSBs by the Tip60 acetyltransferase and this is important for DNA repair and cell cycle checkpoint signaling^20,32–34^. As expected, ChIP analysis revealed Tip60 and H4K16ac enrichment at an I-PpoI-induced break on mChrom10 in wild-type MEFs (Fig. 5e). However, mutating the sites of E2F1 phosphorylation (S29A) or acetylation (3KR) prevented Tip60 recruitment and H4K16ac induction at the DSB site (Fig. 5e). Similar results were observed at another I-PpoI-induced cut site on mChrom5 but not at the negative control *Gapdh* locus (Supplementary Fig. 6a, b).

Depleting E2F1 or RB in U2OS cells also impaired Tip60 recruitment and induction of H4K16ac at I-PpoI-induced DNA breaks on human chromosome 1 and the *rDNA* locus (Fig. 5f and Supplementary Fig. 6c) but not at the *GAPDH* locus (Supplementary Fig. 6d). Differences in Tip60 protein levels were not responsible for the defects observed in Tip60 recruitment when E2F1 was mutated or when E2F1 and RB were depleted (Fig. 5b and Supplementary Fig. 3a). Unlike p300 and CBP, no association was observed between Tip60 and phosphorylated E2F1 in the GST-TopBP1 pull-down assay (Supplementary Fig. 6e). This suggests that E2F1 may regulate Tip60 recruitment or retention at DNA breaks and induction of H4 acetylation through an indirect mechanism.

### The 3KR mutation prevents BRG1 and MRN accumulation at DSBs

Our previous studies demonstrated that E2F1 and RB are required for the recruitment of a BRG1-containing nucleosome remodeling complex to DSBs and for decreasing nucleosome density at the sites of damage^7^. To determine whether E2F1 acetylation impacts this process, *E2f1*^*3KR/3KR*^ knock-in MEFs and the I-Ppo-I ChIP assay system were employed. The E2F1 3KR mutation did not affect BRG1 protein levels (Supplementary Fig. 7a), but it did impair BRG1 recruitment to a DNA break (Fig. 6a). As we previously observed^7^, E2F1-dependent recruitment of BRG1 is associated with decreased levels of total H3 protein at the site of damage, despite the increased levels of H3 acetylation marks (Fig. 6a).

**Fig. 6:**
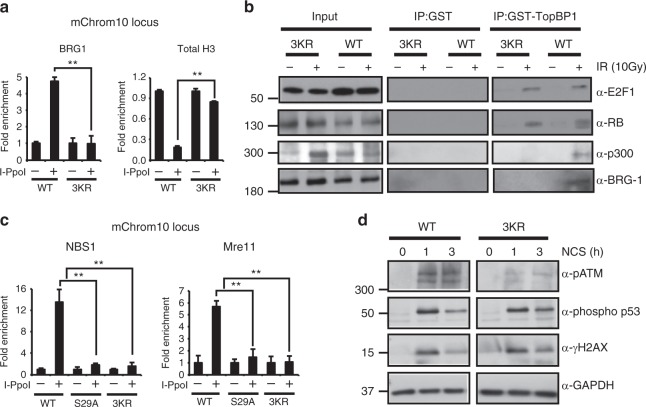
The E2F1 3KR mutation impairs BRG1 and MRN accumulation at a DSB. **a** Primary wild-type (WT) and *E2f1*^*3KR/3KR*^ (3KR) MEFs were subjected to the I-PpoI ChIP assay and occupancy of BRG1 and total histone H3 was determined by qPCR at mChrom10 locus. **b** Purified GST-TopBP1 (BRCT1-6) or GST control protein was incubated with whole-cell extract from wild-type (WT) or *E2f1*^*3KR/3KR*^ (3KR) MEFs that were either untreated (−) or treated (+) with IR (10 Gy) and harvested 2 h post-IR. Associated proteins were pulled down using glutathione beads and western blot was performed with the indicated antibodies. **c** Primary wild-type (WT), *E2f1*^*S29A/S29A*^ (S29A), and *E2f1*^*3KR/3KR*^ (3KR) MEFs were subjected to the I-PpoI ChIP assay and occupancy of NBS1 and Mre11 was determined by qPCR at mChrom10 locus. **d** Western blot analysis was performed for phospho-ATM (serine 1981), phospho-p53 (serine 15), γH2AX, and GAPDH using whole-cell extracts from primary wild-type (WT) and *E2f1*^*3KR/3KR*^ (3KR) MEFs, before treatment or 1 h and 3 h post-treatment with 250 ng/ml of NCS. All graphs represent average ± SD of three independent experiments (*n* = 3). *P* values were calculated by unpaired Student’s *t* test. **P ≤ 0.01 is highly significant. Source data of **b** and **d** are provided as Supplementary Data 5. Raw data of **a** and **c** are in Source Data File

It has been suggested that BRG1-containing complexes are recruited to DSBs through binding of the BRG1 bromodomain to acetylated histone H3 motifs^19^. Thus E2F1 acetylation may regulate BRG1 recruitment to DNA breaks by indirectly promoting p300/CBP-mediated H3 acetylation. On the other hand, we previously found that BRG1 physically associates with phosphorylated E2F1 and RB in response to DNA damage, suggesting a direct role for E2F1 in recruiting BRG1 to sites of DNA breaks^7^. To differentiate between these mechanisms, the GST-TopBP1 pull-down assay was performed using *E2f1*^*3KR/3KR*^ knock-in and wild-type control MEF extracts. The 3KR mutation did not prevent GST-TopBP1 from associating with E2F1 and RB in response to DNA damage, indicating that E2F1 phosphorylation and its interactions with TopBP1 and RB are unaffected by the 3KR knock-in mutation (Fig. 6b). As expected, the E2F1 3KR mutation prevented association of p300 with the GST-TopBP1-E2F1 complex (Fig. 6b). The ability of GST-TopBP1 to pull-down BRG1 was also compromised by the 3KR mutation, suggesting that E2F1 acetylation stabilizes the interaction between BRG1 and E2F1-RB (Fig. 6b). Indeed, BRG1 is known to physically interact with p300 in the context of transcription of E2F target genes^35^.

The Mre11-RAD50-NBS1 (MRN) complex is a key DNA damage sensor and has roles in DNA end processing and in promoting the recruitment of various DNA repair proteins and chromatin-modifying activities to sites of damage. We previously observed that the absence of E2F1 impaired NBS1 foci formation in response to IR, suggesting that E2F1 is important for the recruitment and/or retention of MRN at DSBs^4^. Indeed, NBS1 and Mre11 were both enriched at an I-PpoI-induced DNA break in wild-type MEFs but not in *E2f1*^*S29A/S29A*^ or *E2f1*^*3KR/3KR*^ MEFs (Fig. 6c). The E2F1 knock-in mutations did not affect the protein levels of Mre11 or NBS1 before or after DNA damage (Supplementary Fig. 7b). These findings confirm a role for E2F1 in the recruitment and/or retention of MRN at DNA breaks and indicates that both E2F1 phosphorylation and acetylation are important for this process.

NBS1 and Tip60 each participate in the activation of ATM at the sites of DNA damage^33,36–38^. Given that E2F1 and its posttranslational modifications are required for the accumulation of both factors at DSBs, it might be expected that ATM activation would be impaired by the E2F1 3KR knock-in mutation. As predicted, autophosphorylation of ATM at serine 1981, a marker of ATM activation^39^, was significantly reduced in response to DNA damage in *E2f1*^*3KR/3KR*^ mutant cells compared to wild-type cells although induction of p53 phosphorylation at serine 15 and H2AX phosphorylation at serine 139 (γH2AX) was not compromised by the 3KR knock-in mutation (Fig. 6d). This suggests that low levels of active ATM, or kinases related to ATM, are sufficient to induce normal levels of p53 and H2AX phosphorylation in *E2f1*^*3KR/3KR*^ cells. Together, our results indicate that both E2F1 phosphorylation and acetylation are important for the recruitment of nucleosome remodeler BRG1 and MRN complex to DSBs.

### The E2F1 3KR knock-in mutation causes defective DSB repair

As a read-out of DSB repair competency, we measured the kinetics of γH2AX and 53BP1 foci formation and clearance following IR exposure in wild-type and *E2f1*^*3KR/3KR*^ MEFs. The 3KR mutation does not significantly affect γH2AX foci formation at earlier time points post-irradiation, but γH2AX foci clearance is significantly impaired at later time points in the knock-in compared to wild-type MEFs (Fig. 7a, b). Likewise, IR-induced 53BP1 foci formation in *E2f1*^*3KR/3KR*^ MEFs is comparable to wild-type MEFs at early time points but 53BP1 foci clearance at later time points is significantly delayed (Fig. 7a, c). These findings suggest that the initial response to IR-induced DSBs is unaffected by the E2F1 3KR mutation but that later steps in the DSB repair process are impaired.

**Fig. 7:**
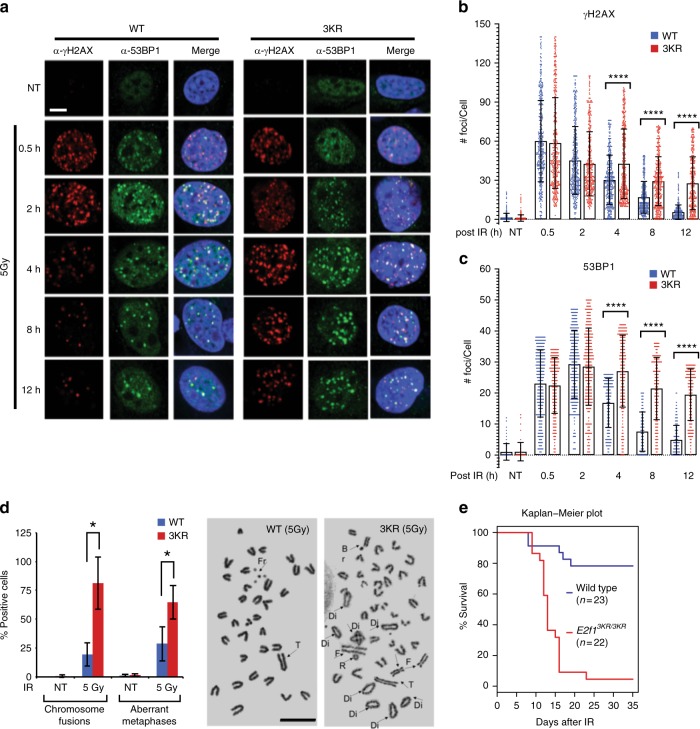
The 3KR mutation causes defective DNA repair phenotypes. **a** Primary wild-type (WT) and *E2f1*^*3KR/3KR*^ (3KR) MEFs were mock-treated (NT) or treated with 5 Gy of IR and allowed to recover for the indicated times. Representative confocal microscopic images show the formation and disappearance of γH2AX (red) and 53BP1 (green) foci and the merge with DAPI staining (blue) of nuclei. Bar, 10 μm. **b**, **c** Quantification of γH2AX foci (**b**) and 53BP1 foci (**c**) at the indicated times after IR was performed. Each treatment group was in triplicate, and in total at least 450 cells (*n* > 450) were counted per treatment group. Graphs represent average ± SD of foci per cell. Overlaid scattered dot plot shows the distribution of foci. *P* values were calculated by unpaired Mann–Whitney *U* test. ****P < 0.0001 is highly significant. **d** Primary wild-type (WT) and *E2f1*^*3KR/3KR*^ (3KR) MEFs were mock-treated (NT) or treated with 5 Gy of IR, and after 48 h, metaphase spreads were prepared. Chromosome fusions including dicentrics and rings and aberrant metaphases were counted and expressed as the percentage of positive cells. Each treatment group was in triplicate (*n* = 3), and at least 50 metaphases were counted per sample in the triplicate. Graphs represent average ± SD. *P* values were calculated by unpaired Student’s *t* test. *P ≤ 0.05 is significant. Representative metaphase spreads are shown with arrows pointing to Fr—Fragment, Di—Dicentric, R—Ring, F—Fusion, Br—Break, and T—Tandem translocation. Bar, 10 μm. **e** Wild-type (*n* = 23) and *E2f1*^*3KR/3KR*^ (*n* = 22) mice were exposed to 5.5 Gy of IR and maintained for up to 35 days. Statistical significance in survival rates between genotypes was determined using the Kaplan–Meier method and *P* value was calculated by log-rank test. *P* < 0.0001 is highly significant. Raw data of averages in graphs underlying **b**–**e** are given in Source Data File

Cells defective for DSB repair are sensitized to chromosomal aberrations under genotoxic stress, which can lead to genome instability. To examine the impact of the E2F1 3KR mutation on chromosome maintenance, metaphase spreads were prepared from wild-type and *E2f1*^*3KR/3KR*^ MEFs, 48 h post-IR. As expected, *E2f1*^*3KR/3KR*^ MEFs had a significant increase in the percentage of cells with chromosome fusions, including dicentrics, rings, acentric, and long acrocentric chromosome-type aberrations (Fig. 7d). In addition, *E2f1*^*3KR/3KR*^ metaphase spreads displayed increased numbers of small fragments and tetra/polyploid cells, which account for the significantly higher aberrant metaphases in the knock-in MEFs compared to wild-type MEFs (Fig. 7d). Of note, similar phenotypes of delayed DNA damage clearance and increased chromosome aberrations in response to genotoxic stress are also observed in *E2f1*^*S29A/S29A*^ cells and in cells lacking E2F1 or RB^4,7^.

We previously demonstrated that *E2f1*^*S29A/S29A*^ mice are hypersensitive to IR, a hallmark of defective DSB repair^7^. To determine the functional significance of E2F1 acetylation in vivo, *E2f1*^*3KR/3KR*^ and wild-type sibling control mice were irradiated with 5.5 Gy of IR and maintained under sterile conditions. The majority of *E2f1*^*3KR/3KR*^ mice did not survive beyond 35 days following IR exposure, while 80% of wild-type siblings survived with no apparent signs of ill-health (Fig. 7e). Thus, like E2F1 phosphorylation, E2F1 acetylation may also play an important role in maintaining organismal homeostasis and survival in response to IR.

## Discussion

Prior studies have indicated a role for E2F1 acetylation in regulating its transcriptional activity, particularly the induction of *p73* gene expression in response to DNA damage^11,13,16^. However, in primary MEF cultures we find that *p73* gene expression is barely detectable and unresponsive to DNA damage. On the other hand, *p73* expression was induced in response to DNA damage in several mouse tissues, although mutation of the three sites of acetylation in E2F1 either had no significant impact or actually enhanced this induction.

To gain a better understanding of how acetylation may regulate E2F1 transcriptional activity, we performed GSEA on RNA-seq data from primary MEFs derived from *E2f1*^*3KR/3KR*^ and wild-type control mice, before and after the induction of DNA damage. Unexpectedly, >200 gene sets were significantly different between wild-type and *E2f1*^*3KR/3KR*^ cells even in the absence of DNA damage. Gene sets that were enriched in wild-type cells compared to *E2f1*^*3KR/3KR*^ cells, and thus likely to be positively regulated by E2F1 acetylation, were primarily related to nervous system development and differentiation (Supplementary Data 1 and 2). Importantly, gene sets related to DNA repair, DNA damage response signaling, cell proliferation, cell cycle checkpoints, or apoptosis were not significantly different between wild-type and *E2f1*^*3KR/3KR*^ knock-in primary MEFs. This suggests that impaired DNA repair in *E2f1*^*3KR/3KR*^ mutant MEFs, as indicated by delayed γH2AX and 53BP1 foci clearance and increased chromosomal aberrations following IR exposure, is not due to an indirect effect on transcription but rather on a direct effect of E2F1 at DSB sites. Interestingly, gene sets enriched in *E2f1*^*3KR/3KR*^ MEFs were primarily involved in innate immunity and response to pathogens (Supplementary Data 3 and 4). Whether this is due to a direct transcriptional effect or an indirect consequence of genome instability caused by the *E2f1* knock-in mutation^40^ is at present unclear.

E2F1 is recruited to DNA damage through a phospho-specific interaction with one of the BRCT domains of TopBP1^8^. We previously demonstrated that the RB tumor-suppressor protein associates with this phosphorylated form of E2F1 and is required for the stable interaction between E2F1 and TopBP1^7^. E2F1 and RB in turn recruit a BRG1-containing SWI/SNF complex to DSBs and this is associated with a decrease in total nucleosome density at the sites of damage^7^. We now show that an interaction between acetylated E2F1 and the bromodomains of p300 and CBP allows E2F1 and RB to directly recruit p300/CBP to sites of DNA breaks. Our data indicate that p300 and CBP then mediate the acetylation of multiple lysine residues on histone H3, including H3K18 and H3K56, in nucleosomes flanking DSBs. E2F1 and RB are also required for the recruitment of Tip60 and induction of H4K16ac at DNA breaks, although this may involve an indirect mechanism rather than a direct interaction between Tip60 and E2F1 or RB (Fig. 8).

**Fig. 8:**
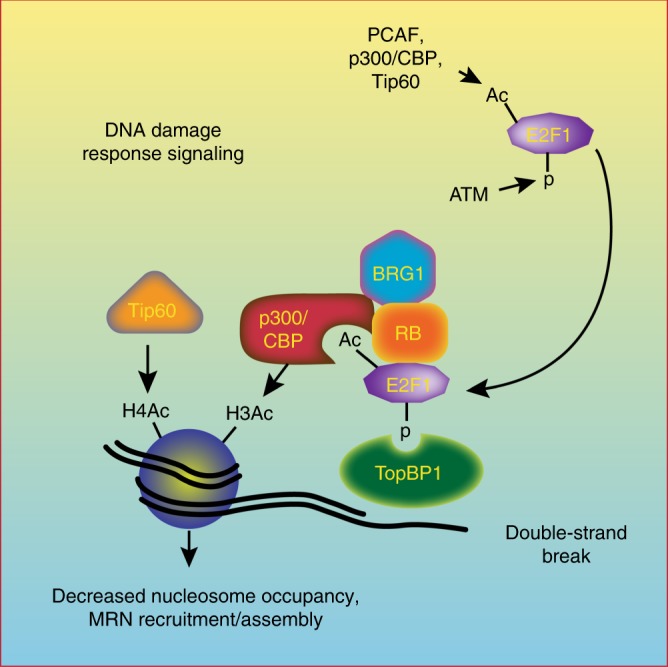
Posttranslational modifications regulate E2F1 recruitment and function at DSBs.  E2F1 phosphorylation recruits E2F1 and RB to sites of DNA damage via an interaction with TopBP1, while E2F1 acetylation creates a binding motif for the bromodomains of p300 and CBP allowing E2F1 and RB to direct p300/CBP-mediated H3 acetylation in chromatin flanking DSBs. E2F1 phosphorylation and acetylation are also important for the recruitment of Tip60 and BRG1 to sites of DNA damage and for loading of the MRN complex

Roles for p300, CBP, and Tip60 in the repair of DSBs are well established^19–21,23,27,32,33,41^. The p300 and CBP proteins were previously shown to localize to DSBs and to be required for H3K18 acetylation and the recruitment of SWI/SNF to sites of damage^20,21^. Knocking down p300 and CBP was also shown to impair H4 acetylation, the recruitment of DNA repair proteins to sites of damage, and DNA repair efficiency by both HR and non-homologous end-joining (NHEJ) pathways^20,21,25^. Findings presented here are consistent with those previous studies and now establish the molecular mechanism by which p300 and CBP are recruited to sites of DSBs dependent on RB and E2F1 posttranslational modifications. This role for E2F1 in recruiting histone acetyltransferases to regulate DNA repair is reminiscent of its function in activating transcription, although the mechanisms by which E2F1 localizes to sites of DNA damage and target gene promoters are different^42–45^.

Studies in the 1970s and 1980s demonstrated that histone acetylation and nucleosome remodeling occurs during the process of nucleotide excision repair (NER)^46,47^. Indeed, we previously demonstrated a role for E2F1 in the induction of histone acetylation and chromatin decondensation in response to ultraviolet radiation to promote efficient NER^3,48^. More recent studies are highlighting the role of dynamic chromatin remodeling in facilitating the efficient repair of DSBs^49,50^. These studies show that, immediately after a DNA break is induced, the surrounding chromatin undergoes a compaction involving the rapid recruitment of proteins, such as HP1, involved in mediating a repressive chromatin state^51–54^. However, this initial compact state is converted to an open, relaxed chromatin state within minutes and this requires ATM-dependent phosphorylation of downstream targets, such as KAP1 and RNF20-RNF40^52,55–57^. This transition to an open chromatin state is also associated with Tip60-mediated H4 acetylation^33,50^ and histone eviction at the DSB site^58^.

We propose that p300/CBP-mediated H3 acetylation in nucleosomes surrounding a DSB also plays an important role in this transition from a compact to a relaxed form of chromatin, perhaps upstream or co-dependent with Tip60-mediated H4 acetylation. Histone acetylation likely cooperates with nucleolin and nucleosome-remodeling complexes, such as SWI/SNF, to reduce nucleosome density at the sites of DNA damage to allow efficient access to the DNA repair machinery^19–21,58^. Thus E2F1 and RB may directly participate in relaxing chromatin structure at the sites of DNA damage by recruiting both BRG1-containing SWI/SNF complexes and p300/CBP.

RB is known to have multiple functions that help to preserve genome integrity independent of its role in regulating gene transcription, including maintaining heterochromatin structure at repetitive sequences and mediating chromosome condensation and cohesion during mitosis^59–62^. We and others have also demonstrated direct roles for RB and E2F1 in DNA break repair by both HR and NHEJ pathways^4,5,7^. Interestingly, it was recently revealed that the RB and E2F1 homologs of *Arabipodsis*, Retinoblastoma-Related (RBR) and E2FA, both co-localize with γH2AX foci in response to DNA damage in an ATM- and ATR-dependent manner^63,64^. As in humans and mice, RBR and E2FA participate in the recruitment of some DNA repair factors to the sites of damage to promote DNA repair and maintain genome integrity^63,64^. Whether *Arabidopsis* RBR and E2FA recruit histone acetyltransferases and/or nucleosome remodeling complexes to DSBs is currently unknown. Another open question is whether this direct role for E2F1 and RB homologs in DNA repair is conserved in other organisms.

We previously observed that NBS1 foci formation induced in response to DNA damage was significantly impaired when E2F1 was knocked out in mouse cells or knocked down in human cells^4^. This finding was confirmed and extended here using the I-PpoI ChIP assay system, which showed impaired accumulation of NBS1 and Mre11 at DSBs in both *E2f1*^*S29A/S29A*^ and *E2f1*^*3KR/3KR*^ knock-in MEFs. This indicates that both E2F1 phosphorylation and acetylation are important for the efficient loading of the MRN complex on chromatin flanking DNA break sites. The MRN complex has multiple functions in DNA repair and DNA damage response signaling and its impaired accumulation at DSBs could explain several phenotypes observed in E2F1 mutant cells. The MRN complex is important for DNA end processing and resection to generate the single-stranded DNA required for HR repair as well as alternative NHEJ, also known as microhomology repair^65^. NBS1 also directly binds ATM and participates in the activation of ATM to amplify DNA damage response signaling^36,38^, consistent with the reduced ATM autophosphorylation observed in E2F1 mutant cells. Moreover, the MRN complex participates in the eviction of histones at the sites of DSBs by directly binding to and recruiting the histone chaperone nucleolin^58^.

It remains unclear exactly how E2F1 knock-in mutations impair the accumulation of MRN at DSB sites. Previous studies have demonstrated impaired accumulation of MRN at the sites of DNA damage in cells depleted for Tip60, and this was associated with defective histone acetylation^41,66^. This suggests that E2F1-dependent changes in chromatin structure may indirectly promote the loading of MRN on chromatin flanking DSBs. On the other hand, E2F1 interacts with the N-terminus of NBS1, which could indicate a direct role for E2F1 in the recruitment and/or retention of MRN at the sites of DNA damage^67^. These possibilities are not mutually exclusive and E2F1 may promote MRN enrichment at DSBs by both direct and indirect mechanisms. Indeed, RB is also known to physically associate with several DNA repair proteins, including components of the NHEJ repair pathway^5^. These interactions, together with the E2F1–p300/CBP interaction defined here, could allow E2F1 and RB to coordinate the modification of chromatin structure with the assembly of DNA repair machinery at the sites of DSBs.

## Methods

### Generation of a targeted *E2f1*^*3KR*^ knock-in allele

A custom-made zinc finger nuclease (ZFN, Sigma) was designed to target mouse *E2f1* sequences in exon 3 (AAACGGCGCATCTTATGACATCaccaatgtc, where the uppercase letters indicate the ZFN recognition sequence and lowercase letters represent the Folk1 cut site), approximately 70 bases 3’ to the nearest codon encoding the three sites of E2F1 acetylation. A 1996 base pair donor construct was then designed (Genescript) to mutate codons 112, 115, and 120 (corresponding to human codons K117, K120, and K125 in humans) to alter protein coding from lysine to arginine (3KR mutation). One of these changes also resulted in the generation of unique *Bgl II* recognition site, as shown in Supplementary Fig. 4a. In addition, silent point mutations were also introduced into the donor construct to destroy the ZFN recognition sequence without affecting protein sequence. The isolated donor sequence fragment and mRNAs encoding the *E2f1*-targeting ZFN were given to the Transgenic Animal Facility at the University of Texas MD Anderson Cancer Center, Science Park for generating founder knock-in mice (FVB strain) by pronuclear injection. Genomic DNA from the resultant pups was isolated and PCR was used to clone *E2f1* sequences that included the targeted codons and ZFN recognition site (forward primer: AGACATCAGACTGGGGTTGG, reverse primer: TGACAGCAAAAGCTGGAATG). Targeted alleles were identified by digestion with *Bgl* II and sequencing of *E2f1* exons 2–4 was performed to confirm the presence of the targeted mutations and absence of unintended mutations. A correctly targeted founder mouse was crossed to a wild-type mouse and F1 mice positive for the *E2f1*^*3KR*^ allele were further backcrossed to wild-type mice before heterozygous mice were crossed to generate homozygous *E2f1*^*3KR/3KR*^ mice.

### Animal models

Wild-type, *E2f1*^*S29A/S29A*^, and *E2f1*^*3KR/3KR*^ knock-in mice are FVB strains. The wild-type FVB mice (3–4 weeks old) are purchased (Harlan Laboratories, IN) and the knock-in lines are produced in house. Generation of *E2f1*^*S29A/S29A*^ knock-in mouse model was described earlier^3^ and the strain details are deposited to Mouse Genome Informatics (MGI ID: 5755411) with a symbol of FVB.Cg-E2f1^tm1.1Dgj^. Development of *E2f1*^*3KR/3KR*^ knock-in mouse model is described above and submitted to MGI (Symbol: E2f1^em1Dgj^, ID: 6313577).

### Maintenance of mice

Wild-type, *E2f1*^*S29A/S29A*^, and *E2f1*^*3KR/3KR*^ knock-in mice of both sex from each strain up to age 1 year were maintained in an AAALAC-accredited facility in individually ventilated cages (Micro-isolator Housing Unit; Allentown Inc, NJ) sterilized together with aspen chip bedding (Aspen Sani-chips; P.J. Murphy Forest Products Corporation, NJ). Purina Irradiated Breeder Diet (Lab Diet #5058) was provided ad libitum and acidified reverse osmosis water was provided by an automated system. Cages were maintained in a room where temperature and humidity were 20–22 °C and 55%, respectively, with a 14-h light and 10-h dark cycle and a minimum of 12 air changes per hour. Mice of both sex were randomly allocated to experiments at the age of 6–8 weeks. All animal experiments complied with the National Research Council’s guide for the Care and Use of Laboratory Animals and were approved by the University of Texas MD Anderson Institutional Animal Care and Use Committee.

### Cell lines and primary cell cultures

Primary MEFs of wild-type, *E2f1*^*S29A/S29A*^, and *E2f1*^*3KR/3KR*^ knock-in mice were isolated from 13.5-day-old embryos derived from crossing heterozygous or homozygous mice of each strain following standard procedures and maintained in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% heat-inactivated fetal bovine serum (FBS; Gibco), penicillin– streptomycin, and 100 μm β-mercaptoethanol at 37 °C in 5% CO_2_ and 5% O_2_. U2OS cells were obtained from American Type Culture Collection (ATCC, #HTB-96) and infected with lentiviral particles expressing short hairpin RNA (shRNA) targeting *RB1* or *E2F1*^7^. U2OS parental and shRNA-expressing cell lines were maintained in DMEM supplemented with 10% FBS (Sigma) and penicillin–streptomycin at 37 °C in 5% CO_2_.

### Treatment conditions and reagents

IR treatment of human and mouse cell lines and of mice was performed with an RS-2000 biological irradiator (Rad Source) with the indicated doses. Where indicated, MEFs were treated with 1 μM p300/CBP bromodomain-specific inhibitor I-CBP112 and 250 ng/ml of radiomimetic drug NCS. The information of reagents and resources used in this study can be found in Supplementary Table 1 or in each method’s section.

### Cador 5.0 protein domain microarray

CADOR 5.0 chip^68^ has 174 GST fusion proteins, arrayed in duplicate on a nitrocellulose slide. The layout of the array is shown in Supplementary Fig. 1a. The middle position (M) contains GST alone as a background indicator. The list of arrayed GST fusion proteins, accession numbers, and regions cloned can be found elsewhere^68,69^. The complementary DNAs (cDNAs) encoding the domains listed were cloned into the pGEX-6P1 vectors by PCR using a human cDNA library (Origene, MD) and verified by DNA sequencing^68^. Peptides were synthesized by W. M. Keck Biotechnology Resource Center (New Haven, CT) and CPC Scientific (Sunnyvale, CA). E2F1 peptides corresponding to human E2F1 amino acids (aa) 111–131 mono-acetylated at K117, K120, or K125; di-acetylated at 117/120, 117/125, and 120/125; tri-acetylated at each site (3KAc); or unacetylated (UnAc) were synthesized:

E2F1 UnAc: biotin-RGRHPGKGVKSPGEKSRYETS-NH2

E2F1 3KAc: biotin-RGRHPGK*GVK*SPGEK*SRYETS-NH2

E2F1 K117Ac: biotin-RGRHPGK*GVKSPGEKSRYETS-NH2

E2F1 K120Ac: biotin-RGRHPGKGVK*SPGEKSRYETS-NH2

E2F1 K125Ac: biotin-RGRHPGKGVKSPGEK*SRYETS-NH2

E2F1 K117/120Ac: biotin-RGRHPGK*GVK*SPGEKSRYETS-NH2

E2F1 K117/125Ac: biotin-RGRHPGK*GVKSPGEK*SRYETS-NH2

E2F1 K120/125Ac: biotin-RGRHPGKGVK*SPGEK*SRYETS-NH2

K* = acetylated lysine

Biotinylated peptides (10 μg) were pre-bound to 5 μl of Cy3–streptavidin or Cy5–streptavidin (Fluorolink^TM^; Amersham Pharmacia Biotech) in 500 μl of phosphate-buffered saline (PBS)–Tween 20 (PBST). The fluorescently labeled peptide was then incubated with 20 μl of biotin–agarose beads to remove the free streptavidin label. Arrayed slides were blocked in PBST containing 3% (w/v) powdered milk, followed by the addition of 400 μl of fluorophore-tagged peptide. Blocking and hybridization were performed in an Atlas Glass Hybridization Chamber (Clontech). After incubation and washes, the slides were centrifuged to dry. Fluorescent signal was detected by GenePix 4200A Microarray Scanner (Molecular Devices), with the GenePix Pro Microarray Analysis Software (Molecular Devices). A 532 nm long pass filter was used for the detection of Cy3-labeled probes and fluorescein isothiocyanate-conjugated secondary antibodies. A 635 nm band pass filter was used for the detection of Cy5-labeled probes. A positive signal is seen as two dots at varying angles.

### Peptide pull-down assay

Biotinylated peptides (15 μg) were immobilized on 25 μl of streptavidin beads in 500 μl of 1× mild buffer (50 mM Tris–HCl pH 7.5, 150 mM NaCl, 5 mM EDTA, 5 mM EGTA, 15 mM MgCl_2_, and 0.1% NP-40), then incubated with 2–3 μg of GST fusion protein for 1 h. After washing, the beads were boiled in Laemmli buffer, separated by 10% sodium dodecyl sulfate (SDS)–polyacrylamide gel electrophoresis (PAGE) and subjected to western blot analysis using an anti-GST antibody.

### Purification of GST fusion proteins

For NMR titration assays, GST fusion p300-BD (1040–1161 aa) and His-6x fusion p300-BRP (1051–1278 aa) proteins were expressed in minimal media supplemented with 50–150 μM ZnCl_2_ and ^15^NH_4_Cl. After induction with 0.4–1.0 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) for 18 h at 16 °C, bacteria were harvested through centrifugation and lysed by sonication. GST fusion proteins were purified on glutathione-Agarose 4B beads (Thermo Fisher Sci) and the GST tag was cleaved with PreScission protease. His-tagged proteins were purified on Ni-NTA agarose beads and washed and eluted with imidazole. The His-tag was removed by cleavage with PreScission protease. Proteins were concentrated using Millipore concentrators (Millipore).

For GST pull-down and peptide pull-down assays, indicated GST-fusion proteins were overexpressed in *Escherichia coli* DH5α cells (Life Technologies) by induction with a final concentration of 0.1 mM IPTG at 30 °C for 4 h. Cells were pelleted and resupended in PBS, then subjected to sonication. The resulting lysates were centrifuged at maximum speed for 10 min, and the GST fusion proteins were then batch-purified from extracts by binding to glutathione–Sepharose 4B beads and washed in PBS according to the manufacturer’s instructions. The purified proteins were eluted from the beads with elution buffer (30 mM Glutathione reduced, 100 mM Tris-HCl, pH 8.0, and 120 mM NaCl). The purified proteins were stored in the elution buffer at −80 °C.

### NMR experiments

NMR experiments were performed at 298 K on a Varian INOVA 600 MHz spectrometer. ^1^H,^15^N HSQC spectra of uniformly ^15^N-labeled p300 BD or BRP (0.1–0.15 mM) in buffer (BD: 25 mM Tris at pH 6.8, 150 mM NaCl, 2 mM dithiothreitol or BRP: 10 mM Hepes, 150 mM NaCl, 2% glycerol) and ~8% D_2_O were collected as E2F1 peptides were added stepwise into the protein samples. NMR data were processed and analyzed with NMRPipe and NMRDraw^70^. NMRPipe is from NIST IBBR and available at https://www.ibbr.umd.edu/nmrpipe/index.html

### GST pull-down and IP blotting

For GST pull-down experiments, cells were treated as indicated and harvested in cold PBS followed by resuspension in cell lysis buffer (20 mM Tris at pH 7.5, 150 mM NaCl, 1% Triton X-100, 1 mM EDTA, 1 mM EGTA, 2.5 mM Sodium pyrophosphate, protease inhibitor cocktail, phosphatase inhibitor, and HDAC inhibitors - 300 nM TSA, 2 μM EX-527). After aliquoting 5% of the lysates as input, 1–2 mg of lysates were pre-cleared by incubating with 25 μg of purified GST for 2 h at 4 °C and pulled down using glutathione-Sepharose 4B beads as per the manufacturer’s directions. Pre-cleared lysates were divided equally to incubate with 15 μg of purified GST or GST-TopBP1 overnight at 4 °C. Next day, pull-down was performed using glutathione beads. Both samples and input were mixed with Laemmli buffer, boiled for 5 min, separated by SDS-PAGE, and subjected to western blot analysis^7^. See Supplementary Table 2 for the list of antibodies used.

For co-immunoprecipitation, cell lysates were prepared as mentioned above. Four hundred μg of lysates were pre-cleared, followed by IP with IgG control or 2.5 μg of antibody to E2F1 (C-20) and pulled down by protein G magnetic beads (Cell Signaling Technology). Immunocomplexes were eluted by boiling the beads with Laemmli buffer, followed by western blotting with acetylated lysine or E2F1. For western blot analysis of cell lysates, 15–100 μg of samples were mixed with Laemmli buffer, boiled for 5 min, run on SDS-PAGE, and then transferred onto a polyvinylidene difluoride membrane (Amersham Hybond). Blots were blocked in PBS–Tween 20 (PBST) or TBST containing 5% non-fat dry milk or bovine serum albumin respectively, and then incubated with primary antibody in the blocking buffer overnight at 4 °C. The list of antibodies used in this study is given in Supplementary Table 2. After washing and incubating with horseradish peroxidase (HRP)-conjugated secondary antibodies (Santa Cruz Biotechnology and Abcam), the membrane was subjected to ECL (Enhanced Chemiluminescence) detection as per the supplier’s instructions. Signal was exposed to Autorad film (GeneMate) and developed using Medical Film processor (Konica Minolta SRX-101A).

### ChIP and qPCR

Transduction of MEFs and U2OS cells with retrovirus expressing HA-ER^*^-I-PpoI enzyme was performed twice to increase infection efficiency and treated with 2 μM 4-hydroxy tamoxifen (Sigma) for 12 h to induce DNA damage^22^. Cells were crosslinked by adding formaldehyde (1% final concentration) followed by quenching with glycine (Sigma) at 1.25 mM final concentration, then harvested. Cell pellets were resuspended in SDS lysis buffer (1% SDS, 10 mM EDTA, 50 mM Tris at pH 8.1, protease inhibitor cocktail, phosphatase inhibitor, and HDAC inhibitors - 300 nM TSA, 2 μM EX-527) and the lysates were sonicated. After diluting with ChIP dilution buffer (0.01% SDS, 1.2 mM EDTA, 16.7 mM Tris at pH 8.1, 1.1% Triton X-100, 167 mM NaCl, protease inhibitor cocktail, phosphatase inhibitor, and HDAC inhibitors - 300 nM TSA, 2 μM EX-527), the lysates were pre-cleared and subjected to IP with the antibodies indicated (Supplementary Table 2). In all, 10% input was aliquoted separately. Next day, the DNA-bound immunocomplexes were pulled down by ChIP-Grade Protein G Magnetic beads and subjected to serial washes with buffers of low salt, high salt, LiCl, and TE. Then the crosslinked DNA was eluted with Elution buffer (1% SDS and 0.1 M NaHCO_3_) at 65 °C. Subsequently, the samples including input were incubated with 5 M NaCl at 65 °C overnight for reverse crosslinking. After RNase A (Sigma) and Proteinase K (Sigma) treatment, the DNA was eluted using the QIAquick PCR Purification Kit (Qiagen) as per the manufacturer’s instructions.

Occupancy of the DNA-bound proteins was measured by subjecting eluted DNA to qPCR using 7500 Fast Real-Time PCR system (Applied Biosystems) with primers for the indicated loci. Primers are listed in Supplementary Table 3. The percentage of input was calculated by dividing the amount of DNA obtained from the IP of the given factor by the total amount of DNA (input) and normalized for background signal (non-specific IgG control). Each experiment was carried out in triplicate and the results were expressed as relative enrichment, which represents the ratio between the normalized percentage of input of infected cells and uninfected cells.

### IR treatment of mice and survival study post-IR

Pups of wild-type and *E2f1*^*3KR/3KR*^ strain were weaned at 21 days according to sex, then aged to 6–8 weeks prior to IR treatment. Mice were shifted to IR treatment room and transferred into sterile treatment cages in the biosafety cabinet. After 5.5 Gy of irradiation (up to 5 mice per treatment cage), they were returned to biosafety hood and transferred into sterile cages (with sterile feed, bedding, and water containing 50 mg/ml of Clavamox). In the biosafety hood, antibiotic water bottles were changed out every 5 days and cages were changed out every 7 days for animals remaining housed after treatment. Mice were group housed if possible; single housed if need to prevent fighting. Mice were monitored daily for symptoms of ill-health and were euthanized if they became moribund as per federal and institutional guidelines.

### Cleaved Lamin A staining and immunohistochemistry (IHC)

Wild-type and *E2f1*^*3KR/3KR*^ mice were subjected to IR treatment as described above and sacrificed 2 h later. Thymus and spleen tissues were collected, mounted on to cassettes, fixed in 10% neutral buffered formalin for 24–48 h, and then moved to 70% ethanol and paraffin embedded. Tissue sections were deparaffinized in xylene or xylene substitute followed by graded alcohols (100%, 95% Ethanol) to water. Endogenous peroxidase activity was blocked with 3% H_2_O_2_ for 10 min in water. Antigen was retrieved with 10 mM Citrate Buffer at pH 6.0 in a microwave oven for 3 min at 100% power followed by 15 min at 50% power, then cooled down for 20 min. Binding of non-specific antibody was blocked by incubating the slides with blocking reagent (Biocare Medical) for 10 min. Then the slides were incubated with primary cleaved Lamin A antibody overnight at 4 °C (refer Supplementary Table 2 for antibody information). Next, these were washed twice and incubated with Envision plus labeled polymer and anti-rabbit-HRP (Dako) for 30 min at room temperature. After washing twice, these were incubated with DAB (Dako) for monitoring staining development. Finally, these were counterstained and dehydrated, and coverslips were placed on the slides for viewing.

A set of 48 glass slides stained for IHC Lamin A were scanned by using the Aperio ScanScope imaging platform (Leica Biosystems, IL) with a ×20 objective at a spatial sampling period of 0.47 μm/pixel. After saving each digital image, a Genie classifier algorithm was trained to quantitate cleaved Lamin A-positive and -negative nuclei. Whole-slide images were viewed and analyzed by using desktop personal computers equipped with the free ScanScope software.

### RNA isolation and qPCR of gene expression

Total RNA was isolated from wild-type and knock-in MEFs before and 3 h after treatment with NCS using the GenElute mammalian Total RNA Miniprep Kit (Sigma) following the supplier’s instructions. For tissue samples, wild-type and *E2f1*^*3KR/3KR*^ mice were subjected to 5.5 Gy of IR treatment and sacrificed 2 h later. Thymus, spleen, and liver tissues were collected and subjected to total RNA isolation using the same kit as per the instructions. On-column DNase I digestion was performed for all samples before eluting the RNA. Five hundred ng of total RNA was used to prepare cDNA using SuperScript II Reverse transcriptase with random hexamer primer. cDNAs were subjected to real-time qPCR with gene-specific primers. Primers are listed in Supplementary Table 3. Relative mRNA quantification was performed by comparative *C*_T_ method using *Gapdh* as an internal control.

### RNA-seq and GSEA

Total RNA was isolated from wild-type and *E2f1*^*3KR/3KR*^ MEFs before and 3 h after treatment with NCS using the GenElute mammalian Total RNA Miniprep Kit (Sigma) following the supplier’s instructions. DNase I-treated RNA samples were fragmented and tagged at both ends for stranded library preparation using the TrueSeq Stranded mRNA Kit (Illumina). The mRNA-seq run was performed on the HiSeq 3000 platform (Illumina). Approximately 40–60 million reads were acquired per sample. The differential expression analysis for mRNA-seq data was performed with DESeq2 bioconductor R package with the cutoff of False Discovery Rate (FDR) *q* ≤ 0.05. The normalized read count was generated from built-in function in DESeq2.

Sequenced tags were analyzed by GSEA downloaded from Broad Institute at http://software.broadinstitute.org/gsea/index.jsp. The mouse gene sets for Gene Ontology (GO) was prebuilt and can be downloaded from http://www.bioinformatics.org/go2msig/. The high-quality GO annotations for biological process GO terms with MsigDB format (.gmt) were utilized. Additional two input files, expression dataset file (.txt) and phenotype labels file (.cls), were generated according to the file formats described in GSEA user guide and GSEA data format guide.

### IF staining and confocal microscopy

Wild-type and *E2f1*^*3KR/3KR*^ MEFs (0.5 × 10^6^ cells) were seeded on 35 mm FluoroDish with 0.17 mm cover glass bottom (World Precision Instruments), 24 h prior to experiment. For γH2AX and 53BP1 foci formation and clearance assay, cells were treated with IR and, at the indicated times, rinsed with cold PBS, and fixed for 15 min at room temperature in 4% paraformaldehyde and 1% sucrose. For CBP and p300 IF experiments, cells were irradiated, harvested 2 h post-IR, and subjected to in situ extraction protocol as follows. After rinsing with cold PBS, cells were incubated 5 min on ice with pre-extraction buffer (25 mM HEPES pH 7.5, 50 mM NaCl, 1 mM EDTA, 3 mM MgCl_2_, 300 mM Sucrose, 0.5% Triton X-100), followed by 5-min incubation on ice with stripping buffer (10 mM Tris pH 7.4,10 mM NaCl, 3 mM MgCl_2_, 1 mM EDTA, 1% Tween-20, 0.5% Na-Deoxycholate), and fixed as above.

After washing, cells were permeabilized with 0.5% Triton X-100 and blocked in Background Sniper for 15 min. Antibodies against CBP, p300, γH2AX, and 53BP1 were diluted with DaVinci Green antibody diluent and incubated with the cells overnight at 4 °C (See Supplementary Table 2 for antibody information). After washing, cells were incubated with appropriate fluorophore-conjugated secondary antibodies (Thermo Fisher Sci), stained with 4,6-diamidino-2-phenylindole and mounted in SlowFade Diamond Anti-fade mountant (Thermo Fisher Sci). Laser scanning confocal microscopy was performed using a Zeiss LSM880 and ×63 oil (1.4 NA) Plan/Apo objective with a pinhole aperture of 1–1.5 AU. Foci quantification of 5 × 5 tile scans were performed using the Imaris (Bitplane, v9.0) image analysis software. Cells module and custom algorithms specific to CBP, p300, γH2AX and 53BP1 foci. Each treatment group was in triplicate, and in total at least 450 cells were counted per treatment group. Images were captured and processed using identical microscope settings and foci parameters.

### Metaphase chromosome spread preparation

Wild-type and *E2f1*^*3KR/3KR*^ MEFs were irradiated as indicated and, 38 h after treatment, incubated with 0.1 μg/ml colcemid for 10 h. Cells were trypsinized, pelleted down, kept in a hypotonic solution (0.075 M KCl) for 15 min at room temperature, then fixed with 1:3 acetic acid:methanol, and spread on a slide. Metaphase chromosome aberrations of breaks, dicentrics, rings, chromosome fusions, fragments, and other aberrations were analyzed by Nikon Microscope with ×63 oil immersion objective. Images were taken using Imaging system from Applied Spectral Imaging (Carlsbad, CA). Approximately, 150 metaphases were counted per treatment. Each treatment group was set up in triplicate, and at least 50 metaphases were counted per sample in the triplicate.

### Statistical information

For statistical analysis of mice survival curve, a Kaplan–Meier estimate was generated and analyzed for statistical significance with log-rank test. The difference in the survival rates between genotypes is highly significant with values of *P* < 0.0001. All other quantitative experiments were carried out in triplicate, and graphs represent average ± standard deviation (SD). Statistical analysis was performed using unpaired Student’s *t* test for all experiments except foci quantification by IF staining in which unpaired Mann–Whitney *U* test was used. Significance was determined, with *P* ≤ 0.05 (*) considered to be significant and *P* ≤ 0.01 (**) and *P* < 0.0001 (****) are considered to be highly significant. For GSEA of RNA-seq data, significantly enriched pathways between genotypes were determined with cutoff of FDR value, *q* ≤ 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Source Data

## Data Availability

Knock-in mouse models used in this study are registered in Mouse Genome Informatics (MGI) database. Strain details of *E2f1*^*S29A/S29A*^ (FVB.Cg-E2f1^tm1.1Dgj^) can be found in MGI ID:5755411 [http://www.informatics.jax.org/allele/MGI:5637520] and *E2f1*^*3KR/3KR*^ (E2f1^em1Dgj^) in MGI ID:6313577 [http://www.informatics.jax.org/allele/key/882523]. RNA-seq data are available in Gene Expression Omnibus (GEO) repository under accession GSE135360. All data supporting the findings of this study are available within the article and its supplementary information files. Additional information and relevant data will be available from the corresponding author upon reasonable request. Supplementary Data 5 contains raw data of blots/gels underlying Fig. 1b, c; 2a, b; 4b, c; 5b; 6b, d; and Supplementary Figs. 1c; 2a; 3d; 4b; 6e; 7a, b. Source Data file contains raw data of all reported averages in graphs and charts underlying main figures, Fig. 3a–c; Fig. 4a, d and e; Fig. 5a, d–f; Fig. 6a and c; Fig. 7b–e; and Supplementary Figs. 2b, c; 3b, c and e; 4c; 5a–c and 6a–d.

# Supplementary material for: E2F1 acetylation directs p300/CBP-mediated histone acetylation at DNA double-strand breaks to facilitate repair
**Source:** Nat Commun. 2019 Oct 30;10:4951. doi: 10.1038/s41467-019-12861-8
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Genes enriched in wild type compared 3KR, untreated

File Name: Supplementary Data 2

Description: Genes enriched in wild type compared 3KR, NCS treated

File Name: Supplementary Data 3

Description: Genes enriched in 3KR compared wild type, untreated

File Name: Supplementary Data 4

Description: Genes enriched in 3KR compared wild type, NCS treated

File Name: Supplementary Data 5

Description: Uncropped Images of blots/gels.

# Supplementary material for: E2F1 acetylation directs p300/CBP-mediated histone acetylation at DNA double-strand breaks to facilitate repair
**Source:** Nat Commun. 2019 Oct 30;10:4951. doi: 10.1038/s41467-019-12861-8
**Supplement:** Supplementary file 6 — Supplementary Data 2

**Supplementary Data 2: List of gene sets significantly enriched in wild type MEFs compared to *E2f1*<sup>3KR/3KR</sup> after DNA damage. 

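Each entry of Supplementary Data 2 is a Gene Ontology biological process whose genes lay, as a group, towards the wild-type end of a ranking of all genes in NCS-treated MEFs. The q value is the expected share of false entries among those ranked at least as high. In the paper's list, 40 of the 96 names (41.7%) match the name patterns that were used here for nervous system sets, 1 matches those for immune sets, and 1 names an apoptotic process, that of neurons. Many entries share genes, because a Gene Ontology term contains the genes of the terms below it, so the number of entries is larger than the number of separate groups of genes.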

False Discovery Rate (FDR), q value ≤ 0.05.**

| #  | NAME                                                                           | FDR q-value |
|----|--------------------------------------------------------------------------------|-------------|
| 1  | CELL_CELL_ADHESION_VIA_PLASMA_MEMBRANE_ADHESION_MOLECULES(5)                   | 0.001       |
| 2  | CELL_CELL_ADHESION(4)                                                          | 0.000       |
| 3  | NEUROTRANSMITTER_TRANSPORT(4)                                                  | 0.001       |
| 4  | GLIAL_CELL_DIFFERENTIATION(6)                                                  | 0.001       |
| 5  | POSITIVE_REGULATION_OF_NEURON_DIFFERENTIATION(5)                               | 0.002       |
| 6  | NEUROTRANSMITTER_SECRETION(5)                                                  | 0.002       |
| 7  | POSITIVE_REGULATION_OF_NEURON_PROJECTION_DEVELOPMENT(5)                        | 0.001       |
| 8  | GLIOGENESIS(7)                                                                 | 0.001       |
| 9  | POSITIVE_REGULATION_OF_NERVOUS_SYSTEM_DEVELOPMENT(4)                           | 0.002       |
| 10 | HOMOPHILIC_CELL_ADHESION_VIA_PLASMA_MEMBRANE_ADHESION_MOLECULES(6)             | 0.002       |
| 11 | REGULATION_OF_NEUROTRANSMITTER_LEVELS(4)                                       | 0.002       |
| 12 | REGULATION_OF_AXON_EXTENSION(5)                                                | 0.002       |
| 13 | AUTONOMIC_NERVOUS_SYSTEM_DEVELOPMENT(5)                                        | 0.002       |
| 14 | REGULATION_OF_EXTENT_OF_CELL_GROWTH(5)                                         | 0.002       |
| 15 | ADULT_LOCOMOTORY_BEHAVIOR(4)                                                   | 0.003       |
| 16 | REGULATION_OF_POSTSYNAPTIC_MEMBRANE_POTENTIAL(4)                               | 0.004       |
| 17 | REGULATION_OF_MEMBRANE_POTENTIAL(4)                                            | 0.004       |
| 18 | OLIGODENDROCYTE_DIFFERENTIATION(6)                                             | 0.005       |
| 19 | REGULATION_OF_NEUROBLAST_PROLIFERATION(6)                                      | 0.005       |
| 20 | POSITIVE_REGULATION_OF_AXONOGENESIS(5)                                         | 0.005       |
| 21 | BLOOD_VESSEL_REMODELING(5)                                                     | 0.005       |
| 22 | POSITIVE_REGULATION_OF_CELL_MORPHOGENESIS_INVOLVED_IN_DIFFERENTIATION(4)       | 0.005       |
| 23 | POSITIVE_REGULATION_OF_NEUROGENESIS(5)                                         | 0.005       |
| 24 | AXON_DEVELOPMENT(6)                                                            | 0.005       |
| 25 | POSITIVE_REGULATION_OF_NEUROBLAST_PROLIFERATION(6)                             | 0.005       |
| 26 | HETEROPHILIC_CELL_CELL_ADHESION_VIA_PLASMA_MEMBRANE_CELL_ADHESION_MOLECULES(6) | 0.006       |
| 27 | LOCOMOTORY_BEHAVIOR(3)                                                         | 0.007       |
| 28 | REGULATION_OF_CELL_SIZE(5)                                                     | 0.007       |
| 29 | REGULATION_OF_AXONOGENESIS(6)                                                  | 0.006       |
| 30 | POSITIVE_REGULATION_OF_NEURAL_PRECURSOR_CELL_PROLIFERATION(5)                  | 0.006       |
| 31 | POSITIVE_REGULATION_OF_CELL_PROJECTION_ORGANIZATION(4)                         | 0.007       |
| 32 | POSITIVE_REGULATION_OF_AXON_EXTENSION(5)                                       | 0.006       |
| 33 | REGULATION_OF_NEURON_PROJECTION_DEVELOPMENT(5)                                 | 0.008       |
| 34 | REGULATION_OF_NEURAL_PRECURSOR_CELL_PROLIFERATION(5)                           | 0.009       |
| 35 | NEURON_PROJECTION_DEVELOPMENT(5)                                               | 0.010       |
| 36 | REGULATION_OF_NEURON_DIFFERENTIATION(7)                                        | 0.011       |
| 37 | INTERMEDIATE_FILAMENT_CYTOSKELETON_ORGANIZATION(5)                             | 0.011       |
| 38 | INTERMEDIATE_FILAMENT_BASED_PROCESS(4)                                         | 0.011       |
| 39 | AXONOGENESIS(7)                                                                | 0.011       |
| 40 | LENS_MORPHOGENESIS_IN_CAMERA_TYPE_EYE(4)                                       | 0.010       |
| 41 | BEHAVIORAL_DEFENSE_RESPONSE(3)&BEHAVIORAL_FEAR_RESPONSE(4)                     | 0.011       |
| 42 | REGULATION_OF_EXCITATORY_POSTSYNAPTIC_MEMBRANE_POTENTIAL(5)                    | 0.011       |
| 43 | REGULATION_OF_CELL_PROJECTION_ORGANIZATION(4)                                  | 0.012       |
| 44 | SODIUM_ION_TRANSMEMBRANE_TRANSPORT(6)                                          | 0.012       |
| 45 | REGULATION_OF_NERVOUS_SYSTEM_DEVELOPMENT(5)                                    | 0.015       |
| 46 | DEVELOPMENTAL_CELL_GROWTH(4)                                                   | 0.016       |
| 47 | REGULATION_OF_NEUROGENESIS(6)                                                  | 0.016       |

# Supplementary material for: E2F1 acetylation directs p300/CBP-mediated histone acetylation at DNA double-strand breaks to facilitate repair
**Source:** Nat Commun. 2019 Oct 30;10:4951. doi: 10.1038/s41467-019-12861-8
**Supplement:** Supplementary file 7 — Supplementary Data 3

**Supplementary Data 3: List of gene sets significantly enriched in *E2f1*<sup>3KR/3KR</sup> compared to wild type MEFs before DNA damage. 

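Supplementary Data 3 lists the processes whose genes lay towards the 3KR end of a ranking in untreated MEFs. In the paper's list, 93 of the 192 names (48.4%) match the name patterns that were used here for immune sets and 2 match those for nervous system sets. The entry numbered 162 in the paper's list names recombinational repair and double-strand break repair via homologous recombination, with a q value of 0.036 in the paper. Entries 149 and 192 name the clearance of apoptotic cells and a negative regulation of leukocyte apoptosis, with q values of 0.030 and 0.049 in the paper.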

False Discovery Rate (FDR), q value ≤ 0.05.**

| #  | NAME                                                                                                 | FDR<br>q-value |
|----|------------------------------------------------------------------------------------------------------|----------------|
| 1  | LEUKOCYTE_CHEMOTAXIS(4)                                                                              | 0.000          |
| 2  | CELL_CHEMOTAXIS(5)                                                                                   | 0.000          |
| 3  | RESPONSE_TO_OTHER_ORGANISM(3)&RESPONSE_TO_EXTERNAL_BIOTIC_STIMULUS(4)                                | 0.000          |
| 4  | RESPONSE_TO_BIOTIC_STIMULUS(3)                                                                       | 0.000          |
| 5  | RESPONSE_TO_BACTERIUM(4)                                                                             | 0.000          |
| 6  | GRANULOCYTE_MIGRATION(5)                                                                             | 0.000          |
| 7  | RESPONSE_TO_CYTOKINE(5)                                                                              | 0.000          |
| 8  | DEFENSE_RESPONSE_TO_OTHER_ORGANISM(4)                                                                | 0.000          |
| 9  | MYELOID_LEUKOCYTE_MIGRATION(4)                                                                       | 0.000          |
| 10 | NEUTROPHIL_CHEMOTAXIS(6)                                                                             | 0.000          |
| 11 | GRANULOCYTE_CHEMOTAXIS(5)                                                                            | 0.000          |
| 12 | NEUTROPHIL_MIGRATION(6)                                                                              | 0.000          |
| 13 | DEFENSE_RESPONSE_TO_BACTERIUM(5)                                                                     | 0.000          |
| 14 | CELLULAR_RESPONSE_TO_CYTOKINE_STIMULUS(6)                                                            | 0.000          |
| 15 | RESPONSE_TO_VIRUS(4)                                                                                 | 0.000          |
| 16 | INTERSPECIES_INTERACTION_BETWEEN_ORGANISMS(3)&SYMBIOSIS_ENCOMPASSING_MUTUALISM_THROUGH_PARASITISM(4) | 0.000          |
| 17 | INNATE_IMMUNE_RESPONSE(4)                                                                            | 0.000          |
| 18 | RESPONSE_TO_INTERFERON_BETA(6)                                                                       | 0.000          |
| 19 | CELLULAR_RESPONSE_TO_INTERFERON_BETA(7)                                                              | 0.000          |
| 20 | REGULATION_OF_RESPONSE_TO_BIOTIC_STIMULUS(4)                                                         | 0.000          |
| 21 | POSITIVE_REGULATION_OF_PHAGOCYTOSIS(5)                                                               | 0.000          |
| 22 | REGULATION_OF_MULTI_ORGANISM_PROCESS(3)                                                              | 0.000          |
| 23 | ANTIGEN_PROCESSING_AND_PRESENTATION(3)                                                               | 0.000          |
| 24 | LEUKOCYTE_MIGRATION(3)                                                                               | 0.000          |
| 25 | REGULATION_OF_PHAGOCYTOSIS(5)                                                                        | 0.000          |
| 26 | POSITIVE_REGULATION_OF_LEUKOCYTE_CHEMOTAXIS(5)                                                       | 0.000          |
| 27 | POSITIVE_REGULATION_OF_RESPONSE_TO_EXTERNAL_STIMULUS(4)                                              | 0.000          |
| 28 | IMMUNE_RESPONSE(3)                                                                                   | 0.001          |
| 29 | IMMUNE_EFFECTOR_PROCESS(3)                                                                           | 0.001          |
| 30 | CYTOKINE_PRODUCTION(4)                                                                               | 0.001          |
| 31 | POSITIVE_REGULATION_OF_DEFENSE_RESPONSE(4)                                                           | 0.001          |
| 32 | DEFENSE_RESPONSE(4)                                                                                  | 0.001          |
| 33 | REGULATION_OF_SYMBIOSIS_ENCOMPASSING_MUTUALISM_THROUGH_PARASITISM(4)                                 | 0.001          |
| 34 | TYPE_I_INTERFERON_PRODUCTION(5)                                                                      | 0.001          |
| 35 | POSITIVE_REGULATION_OF_CYTOKINE_SECRETION(5)                                                         | 0.001          |
| 36 | POSITIVE_REGULATION_OF_CYTOKINE_PRODUCTION(4)                                                        | 0.001          |
| 37 | ACTIVATION_OF_INNATE_IMMUNE_RESPONSE(4)                                                              | 0.001          |
| 38 | RESPONSE_TO_MOLECULE_OF_BACTERIAL_ORIGIN(5)                                                          | 0.001          |
| 39 | REGULATION_OF_B_CELL_DIFFERENTIATION(7)                                                              | 0.001          |
| 40 | CYTOKINE_SECRETION(5)                                                                                | 0.001          |
| 41 | POSITIVE_REGULATION_OF_LEUKOCYTE_MIGRATION(4)                                                        | 0.001          |
| 42 | POSITIVE_REGULATION_OF_IMMUNE_SYSTEM_PROCESS(3)                                                      | 0.001          |
| 43 | REGULATION_OF_INNATE_IMMUNE_RESPONSE(5)                                                              | 0.001          |
| 44 | REGULATION_OF_DEFENSE_RESPONSE(5)                                                                    | 0.001          |
| 45 | LEUKOCYTE_MEDIATED_IMMUNITY(4)                                                                       | 0.002          |
| 46 | NEGATIVE_REGULATION_OF_MULTI_ORGANISM_PROCESS(3)                                                     | 0.002          |

|     |                                                                                                                                                                                                        |       |
|-----|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|
| 100 | ADAPTIVE_IMMUNE_RESPONSE_BASED_ON_SOMATIC_RECOMBINATION_OF_IMMUNE_RECEPTORS_BUILT_FROM_IMMUNOGLOBULIN_SUPERFAMILY_DOMAINS(5)                                                                           | 0.009 |
| 101 | POSITIVE_REGULATION_OF_TUMOR_NECROSIS_FACTOR_SUPERFAMILY_CYTOKINE_PRODUCTION(5)                                                                                                                        | 0.009 |
| 102 | LEUKOCYTE_ACTIVATION(3)                                                                                                                                                                                | 0.010 |
| 103 | FORELIMB_MORPHOGENESIS(6)                                                                                                                                                                              | 0.010 |
| 104 | IMMUNOGLOBULIN_MEDIATED_IMMUNE_RESPONSE(7)                                                                                                                                                             | 0.010 |
| 105 | PATTERN_RECOGNITION_RECEPTOR_SIGNALING_PATHWAY(6)                                                                                                                                                      | 0.010 |
| 106 | NITRIC_OXIDE_METABOLIC_PROCESS(4)&REACTIVE_NITROGEN_SPECIES_METABOLIC_PROCESS(4)&NITRIC_OXIDE_BIOSYNTHETIC_PROCESS(5)                                                                                  | 0.010 |
| 107 | POSITIVE_REGULATION_OF_ENDOCYTOSIS(4)                                                                                                                                                                  | 0.010 |
| 108 | POSITIVE_REGULATION_OF_REACTIVE_OXYGEN_SPECIES_METABOLIC_PROCESS(5)                                                                                                                                    | 0.011 |
| 109 | ADAPTIVE_IMMUNE_RESPONSE(4)                                                                                                                                                                            | 0.011 |
| 110 | POSITIVE_REGULATION_OF_LEUKOCYTE_ACTIVATION(4)                                                                                                                                                         | 0.011 |
| 111 | PROSTATE_GLAND_DEVELOPMENT(4)                                                                                                                                                                          | 0.011 |
| 112 | REACTIVE_OXYGEN_SPECIES_BIOSYNTHETIC_PROCESS(4)                                                                                                                                                        | 0.012 |
| 113 | MULTI_ORGANISM_CELLULAR_PROCESS(3)                                                                                                                                                                     | 0.012 |
| 114 | POSITIVE_REGULATION_OF_INFLAMMATORY_RESPONSE(5)                                                                                                                                                        | 0.012 |
| 115 | CELLULAR_EXTRAVASATION(4)                                                                                                                                                                              | 0.014 |
| 116 | INTERFERON_BETA_PRODUCTION(6)                                                                                                                                                                          | 0.014 |
| 117 | POSITIVE_REGULATION_OF_TYPE_I_INTERFERON_PRODUCTION(5)                                                                                                                                                 | 0.014 |
| 118 | POSITIVE_REGULATION_OF_INTERLEUKIN_1_PRODUCTION(5)                                                                                                                                                     | 0.015 |
| 119 | POSITIVE_REGULATION_OF_IMMUNE_EFFECTOR_PROCESS(4)                                                                                                                                                      | 0.015 |
| 120 | CENTRAL_NERVOUS_SYSTEM_PROJECTION_NEURON_AXONOGENESIS(8)                                                                                                                                               | 0.016 |
| 121 | REGULATION_OF_OSTEOCLAST_DIFFERENTIATION(7)                                                                                                                                                            | 0.016 |
| 122 | POSITIVE_REGULATION_OF_TUMOR_NECROSIS_FACTOR_PRODUCTION(6)                                                                                                                                             | 0.018 |
| 123 | NEGATIVE_REGULATION_OF_IMMUNE_SYSTEM_PROCESS(3)                                                                                                                                                        | 0.018 |
| 124 | REGULATION_OF_INTERFERON_BETA_PRODUCTION(6)                                                                                                                                                            | 0.018 |
| 125 | POSITIVE_REGULATION_OF_T_CELL_ACTIVATION(6)&POSITIVE_REGULATION_OF_LEUKOCYTE_CELL_CELL_ADHESION(6)                                                                                                     | 0.018 |
| 126 | SUPEROXIDE_METABOLIC_PROCESS(5)                                                                                                                                                                        | 0.019 |
| 127 | REGULATION_OF_MYELOID_CELL_DIFFERENTIATION(5)                                                                                                                                                          | 0.020 |
| 128 | POSITIVE_REGULATION_OF_CHEMOTAXIS(4)                                                                                                                                                                   | 0.020 |
| 129 | REGULATION_OF_CELL_FATE_COMMITMENT(5)                                                                                                                                                                  | 0.021 |
| 130 | POSITIVE_REGULATION_OF_PROTEIN_KINASE_B_SIGNALING(6)                                                                                                                                                   | 0.021 |
| 131 | REGULATION_OF_HEMOPOIESIS(4)                                                                                                                                                                           | 0.021 |
| 132 | PROSTATE_GLAND_MORPHOGENESIS(4)                                                                                                                                                                        | 0.021 |
| 133 | REGULATION_OF_LYMPHOCYTE_MEDIATED_IMMUNITY(6)                                                                                                                                                          | 0.021 |
| 134 | POSITIVE_REGULATION_OF_HOMOTYPIC_CELL_CELL_ADHESION(6)                                                                                                                                                 | 0.022 |
| 135 | REGULATION_OF_LYMPHOCYTE_ACTIVATION(5)                                                                                                                                                                 | 0.023 |
| 136 | POSITIVE_REGULATION_OF_HEMOPOIESIS(4)                                                                                                                                                                  | 0.024 |
| 137 | PROSTATE_GLAND_EPITHELIUM_MORPHOGENESIS(4)                                                                                                                                                             | 0.025 |
| 138 | VIRAL_PROCESS(4)                                                                                                                                                                                       | 0.025 |
| 139 | REGULATION_OF_SYNCYTIIUM_FORMATION_BY_PLASMA_MEMBRANE_FUSION(4)                                                                                                                                        | 0.025 |
| 140 | EMBRYONIC_DIGIT_MORPHOGENESIS(5)                                                                                                                                                                       | 0.025 |
| 141 | REGULATION_OF_LEUKOCYTE_ACTIVATION(4)                                                                                                                                                                  | 0.025 |
| 142 | REGULATION_OF_INFLAMMATORY_RESPONSE_TO_ANTIGENIC_STIMULUS(5)                                                                                                                                           | 0.025 |
| 143 | OSTEOCLAST_DIFFERENTIATION(8)                                                                                                                                                                          | 0.026 |
| 144 | BRANCHING_INVOLVED_IN_PROSTATE_GLAND_MORPHOGENESIS(5)                                                                                                                                                  | 0.027 |
| 145 | LYMPHOCYTE_ACTIVATION(4)                                                                                                                                                                               | 0.028 |
| 146 | POSITIVE_REGULATION_OF_ADAPTIVE_IMMUNE_RESPONSE(5)&POSITIVE_REGULATION_OF_ADAPTIVE_IMMUNE_RESPONSE_BASED_ON_SOMATIC_RECOMBINATION_OF_IMMUNE_RECEPTORS_BUILT_FROM_IMMUNOGLOBULIN_SUPERFAMILY_DOMAINS(6) | 0.028 |
| 147 | REGULATION_OF_LEUKOCYTE_MIGRATION(4)                                                                                                                                                                   | 0.028 |

|     |                                                                                                                                                                         |       |
|-----|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------|-------|
| 148 | RESPONSE_TO_LIPID(5)                                                                                                                                                    | 0.028 |
| 149 | APOPTOTIC_CELL_CLEARANCE(5)                                                                                                                                             | 0.030 |
| 150 | NEUTROPHIL_MEDIATED_IMMUNITY(6)                                                                                                                                         | 0.030 |
| 151 | CENTRAL_NERVOUS_SYSTEM_NEURON_AXONOGENESIS(7)                                                                                                                           | 0.030 |
| 152 | POSITIVE_REGULATION_OF_LYMPHOCYTE_DIFFERENTIATION(6)                                                                                                                    | 0.033 |
| 153 | REGULATION_OF_GRANULOCYTE_CHEMOTAXIS(6)                                                                                                                                 | 0.033 |
| 154 | AGING(4)                                                                                                                                                                | 0.033 |
| 155 | IRON_ION_TRANSPORT(8)                                                                                                                                                   | 0.034 |
| 156 | TYROSINE_PHOSPHORYLATION_OF_STAT_PROTEIN(7)                                                                                                                             | 0.034 |
| 157 | INFLAMMATORY_RESPONSE(5)                                                                                                                                                | 0.033 |
| 158 | PROTEIN_KINASE_B_SIGNALING(6)                                                                                                                                           | 0.035 |
| 159 | LEUKOCYTE_AGGREGATION(6)&LYMPHOCYTE_AGGREGATION(7)                                                                                                                      | 0.035 |
| 160 | SKELETAL_SYSTEM_DEVELOPMENT(5)                                                                                                                                          | 0.035 |
| 161 | POSITIVE_REGULATION_OF_LEUKOCYTE_DIFFERENTIATION(5)                                                                                                                     | 0.035 |
| 162 | RECOMBINATIONAL_REPAIR(5)&DOUBLE_STRAND_BREAK_REPAIR_VIA_HOMOLOGOUS_RECOMBINATION(6)                                                                                    | 0.036 |
| 163 | T_CELL_ACTIVATION(5)&T_CELL_AGGREGATION(8)                                                                                                                              | 0.036 |
| 164 | CELL_ACTIVATION(4)                                                                                                                                                      | 0.036 |
| 165 | SYNCYTIUM_FORMATION_BY_PLASMA_MEMBRANE_FUSION(5)                                                                                                                        | 0.036 |
| 166 | CELLULAR_HORMONE_METABOLIC_PROCESS(4)                                                                                                                                   | 0.037 |
| 167 | POSITIVE_REGULATION_OF_PROTEIN_SECRETION(5)                                                                                                                             | 0.037 |
| 168 | REGULATION_OF_PROTEIN_KINASE_B_SIGNALING(6)                                                                                                                             | 0.037 |
| 169 | REGULATION_OF_INFLAMMATORY_RESPONSE(5)                                                                                                                                  | 0.037 |
| 170 | REGULATION_OF_LEUKOCYTE_DIFFERENTIATION(5)                                                                                                                              | 0.037 |
| 171 | ANTIGEN_PROCESSING_AND_PRESENTATION_OF_PEPTIDE_OR_POLYSACCHARIDE_ANTIGEN_VIA_MHC_CLASS_II(4)&ANTIGEN_PROCESSING_AND_PRESENTATION_OF_PEPTIDE_ANTIGEN_VIA_MHC_CLASS_II(5) | 0.037 |
| 172 | POSITIVE_REGULATION_OF_CELL_ACTIVATION(4)                                                                                                                               | 0.037 |
| 173 | EMBRYONIC_FORELIMB_MORPHOGENESIS(7)                                                                                                                                     | 0.037 |
| 174 | POSITIVE_REGULATION_OF_LEUKOCYTE_MEDIATED_IMMUNITY(5)                                                                                                                   | 0.037 |
| 175 | GENITALIA_DEVELOPMENT(4)                                                                                                                                                | 0.038 |
| 176 | INTERLEUKIN_1_PRODUCTION(5)                                                                                                                                             | 0.040 |
| 177 | CELLULAR_RESPONSE_TO_ESTROGEN_STIMULUS(7)                                                                                                                               | 0.041 |
| 178 | TRABECULA_MORPHOGENESIS(4)                                                                                                                                              | 0.042 |
| 179 | B_CELL_DIFFERENTIATION(6)                                                                                                                                               | 0.042 |
| 180 | POSITIVE_REGULATION_OF_INTERFERON_GAMMA_PRODUCTION(5)                                                                                                                   | 0.044 |
| 181 | POSITIVE_REGULATION_OF_LEUKOCYTE_MEDIATED_CYTOTOXICITY(4)                                                                                                               | 0.046 |
| 182 | REGULATION_OF_ADAPTIVE_IMMUNE_RESPONSE_BASED_ON_SOMATIC_RECOMBINATION_OF_IMMUNE_RECEPTORS_BUILT_FROM_IMMUNOGLOBULIN_SUPERFAMILY_DOMAINS(6)                              | 0.046 |
| 183 | REGULATION_OF_ADAPTIVE_IMMUNE_RESPONSE(5)                                                                                                                               | 0.047 |
| 184 | NEGATIVE_REGULATION_OF_LEUKOCYTE_ACTIVATION(4)                                                                                                                          | 0.047 |
| 185 | CELL_ACTIVATION_INVOLVED_IN_IMMUNE_RESPONSE(4)&LEUKOCYTE_ACTIVATION_INVOLVED_IN_IMMUNE_RESPONSE(4)                                                                      | 0.047 |
| 186 | NEGATIVE_REGULATION_OF_DEFENSE_RESPONSE(4)                                                                                                                              | 0.048 |
| 187 | POSITIVE_REGULATION_OF_CELL_CELL_ADHESION(5)                                                                                                                            | 0.047 |
| 188 | REGULATION_OF_RESPONSE_TO_EXTERNAL_STIMULUS(4)                                                                                                                          | 0.048 |
| 189 | REGULATION_OF_MYELOID_LEUKOCYTE_DIFFERENTIATION(6)                                                                                                                      | 0.049 |
| 190 | INTERLEUKIN_1_BETA_PRODUCTION(6)                                                                                                                                        | 0.049 |
| 191 | MALE_GENITALIA_DEVELOPMENT(5)                                                                                                                                           | 0.049 |
| 192 | NEGATIVE_REGULATION_OF_LEUKOCYTE_APOPTOTIC_PROCESS(7)                                                                                                                   | 0.049 |

How the deposited data were processed for this re-analysis (not part of the article)

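The RNA-seq data are from primary MEFs at passage 3, wild-type or 3KR, untreated or treated with NCS at 250 ng/ml for 3 h, with 3 samples for each of the 4 groups. The authors deposited 1 file of raw counts per sample, made by counting sequenced reads on Ensembl genes and neither normalized nor filtered. The paper's text does not state the genome build, the aligner or the counting program, nor whether the counting used the strand, so genes that overlap on opposite strands can hold each other's reads. Groups were taken from the sample labels, and each label also gives a replicate number. Untreated and NCS samples of the same genotype and number were taken as the same culture in the fits with the culture as a block.

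Of the gene identifiers in the files, 32919 are in GENCODE release M21 (GRCm38) and 5072 are not. All were kept for the tests, and positions and symbols were read from the release. Counted reads per sample ranged from 36817729 to 45279321 in untreated wild-type MEFs, 38106188 to 42533960 in NCS-treated wild-type MEFs, 36084015 to 41069406 in untreated 3KR MEFs and 33203757 to 38041722 in NCS-treated 3KR MEFs, with a median of 37623686. Levels at or under 3 counts, which is 0.0663 to 0.0904 CPM at these depths, were treated as the floor. These limits hold for counting error and not for the spread between cultures.

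Genes were filtered with filterByExpr and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, after TMM normalization, with 1 coefficient for each of the 4 groups and the dispersion estimated from all 12 samples. Comparisons were 3KR against wild-type without treatment and after NCS, NCS against no treatment in each genotype, and the difference between the responses of the genotypes to NCS. The p-values were two-sided, adjusted by the Benjamini-Hochberg method over all 15327 tested genes, with a threshold of 0.05. Normalized counts are counts divided by the size factors of DESeq2 1.42.0. Single genes of Fig. 4a were also compared by two-sided exact permutation of the difference of means, for which 3 samples against 3 give a smallest p of 0.10.

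Gene sets were tested with fgsea 1.28.0 on genes ranked by the signal-to-noise ratio, with weight 1, 10000 permutations for the first estimate of p and a smallest p of 1e-10. Mouse Reactome sets that come with the package were used in place of the Gene Ontology sets of the paper. Of 1457 sets read, 693 held 15 to 500 ranked genes. Of the 17 hand-written lists, those with at least 5 tested genes were tested. Camera in limma 3.58.1 was run as an alternative test. Principal components were computed on log2 CPM with a prior count of 2.

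The gene lists, the tests between groups and their alternatives, and the rule for the genes named in the text, were set before the data were examined. The tests of explanations for the sex-linked genes, the Schwann cell and macrophage markers and the Hox genes, and the test of differences between 2 replicates, were not. The rule names the genes of Fig. 4a and the proteins the paper discusses. It adds the 5 largest significant changes per direction between genotypes among genes with log2 CPM of at least 1 and no overlap between groups, and the 5 lowest p-values per direction for NCS in wild-type MEFs. It also adds the 3 lowest p-values in each list, Xist and the Y-linked genes, and the 5 lowest p-values for the difference in response. Results for some of the genes that the rule allows are not reported here.

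The alternatives were the size factors of DESeq2, the Wald test of DESeq2, no filter on low counts, at least 10 counts in every sample, only the 6 samples compared, the replicate number or culture as a block, each sample left out in turn, another ranking of genes and camera with an inter-gene correlation of 0.01 or estimated for each set. For normalized counts they were TMM scaling and scaling by library total. The edgeR and DESeq2 steps were tested on counts simulated from the mean level of each gene and the library sizes of these samples, for the 15327 genes that passed the filter in the real counts. In the simulated counts, 15069 of these passed the filter and were tested, 200 of them changed between genotypes. Of these, edgeR recovered 98% without treatment and 96% after NCS, and unchanged genes made up 2.49% and 6.80% of the genes called at the threshold of 0.05. The Wald test of DESeq2 recovered 93.5% without treatment, with 2.09% unchanged. In the same counts no gene was changed by NCS, and edgeR called 0 genes for NCS in wild-type MEFs (753 at an unadjusted p under 0.05) and 1 for the difference in response (746). GSEA on the same simulated counts, with all 15327 genes ranked, recovered 10 of 10 sets with raised genes and called 0 of 200 random sets (10 at an unadjusted p under 0.05). The RT-qPCR, protein and cell assays of the paper were not analysed here, and Supplementary Data 1 and 4 were not used here.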

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

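The tests of the sex-linked genes, of the Schwann cell and macrophage markers and of the Hox genes were chosen only after the result was seen. The paper does not report on the sex of its MEFs, and the sex-linked genes stood out as a signal outside the genes it discusses. In untreated 3KR against wild-type MEFs, the log2 fold change was 9.39 for Xist, -8.94 for Ddx3y, -7.68 for Uty, -8.94 for Kdm5d and -9.20 for Eif2s3y. Xist or a Y-linked gene was on the other genotype's side in 0 of the 12 samples, which restates the separation, so from these genes alone the pattern cannot be told apart from mislabelled samples. Reads shared with X-linked copies would leave the Y-linked genes at a sizeable level in 3KR MEFs, whereas their highest level there was 1.08% of the lowest wild-type level. Wild-type cultures that mix male and female cells would hold Xist, whereas its highest level there was 0.204% of the lowest 3KR level. The values are consistent with male wild-type and female 3KR cultures in all 12 samples. Genes on X and Y made up 3.62% of the genes that differed between genotypes without treatment and 3.39% after NCS, against 3.45% of the tested genes. With these genes left out, the nervous system sets lower in 3KR MEFs numbered 4 in place of 5 without treatment and 7 in place of 6 after NCS. The immune sets higher in 3KR MEFs numbered 9 in place of 10 without treatment and 11 in both cases after NCS. Autosomal genes that respond to sex cannot be told apart from genes that respond to the genotype in these samples, and their contribution was not tested.

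The response to NCS differed between genotypes in 572 genes by the interaction term, and in 1379 with the culture as a block. For these splits, each genotype and replicate number was taken as 1 culture, which the values did not establish. Among the 4 splits of these 6 assumed cultures that part as many same-numbered pairs, 1, the real one, gave as many genes with the block. The others gave 0. The remaining 6 splits keep 2 same-numbered pairs together, and they gave 0 as well. Over these 9 splits, 338 to 711 genes had an unadjusted p under 0.05. The smallest share that 4 splits allow is 0.25. By its size, this comparison could therefore not have ruled out the grouping of these 6 assumed cultures, whatever the counts. The 5 lowest p-values belonged to Egr1, Il1rn, Ccn3, Eln and Neat1. Egr1 fell by 1.11 in wild-type and by 0.24 in 3KR MEFs on the log2 scale, a difference of 0.86 (edgeR FDR = 4.38e-09). The differences were -0.60 for Il1rn and -0.67 for Ccn3 (edgeR FDR = 4.82e-08 for each), -0.63 for Eln (edgeR FDR = 4.95e-08) and 0.57 for Neat1 (edgeR FDR = 9.98e-08). With trends over GC content and gene length removed, 827 genes differed in response, and with every library thinned to the lowest total 529 did. In the fit with the culture block these numbers were 1380 and 1306, with 1274 and 1218 shared. Neither technical explanation therefore accounts for the pattern. Across 6145 genes changed in either genotype, which are not independent, the slope of the 3KR response on the wild-type response was 1.20, as a stronger response overall in 3KR MEFs would give. Against this, Egr1 and the cell cycle list, with a median of -0.35 in wild-type and -0.16 in 3KR MEFs, responded less in 3KR MEFs, so a stronger response overall does not cover them. A different starting level in 3KR MEFs would make most of the differences in response oppose the genotype difference averaged over both treatments, and 60.0% of the 572 genes did, against 50.0% of the other genes. Of the 572 genes, 481 also differed between untreated genotypes, and in 123 of these both differences had the same direction. The untreated levels enter both of those differences, which by itself turns them against each other, so this count does not settle the question. The sex of the cells was not separable from the genotype here either.

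In all, 3 hand-written lists of genes outside those the paper discusses passed the threshold without treatment. The median log2 fold change was 0.60 for positional identity genes, 1.10 for macrophage markers and -2.13 for Schwann cell and neural crest markers. The positional identity genes did not move together, with 22 higher and 18 lower in 3KR MEFs (21 and 16 significantly by edgeR), and with camera and estimated correlations the list did not pass (FDR = 0.0546, range 9.49e-04 to 0.0546 over 11 alternatives). Fewer Schwann or neural crest cells in 3KR cultures would lower their markers by 1 factor. The 9 significantly lowered of 12 tested markers had an interquartile range of 0.30, and 13.4% of 10000 random lists of as many lowered nervous system genes were as narrow. More macrophages would raise theirs by 1 factor. The 17 significantly raised of 19 tested markers had an interquartile range of 0.66, and 25.3% of the random lists were as narrow. Both spreads leave out the markers that did not change in that direction, so they cannot judge these explanations, and the shifts of both lists cannot be told apart from a difference in cell content. Cultures started from different body regions are a candidate explanation for the differences in positional genes. Hox genes of groups 9 to 13 were higher in 15 of 16 cases and those of groups 1 to 5 lower in 12 of 12 in untreated 3KR MEFs, so that 96.4% followed their group number. A difference in tissue between embryos, a difference between sexes and an effect of the mutation on these genes cannot be told apart here, and no test separated them.

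For each comparison of single genes, other splits of the 6 samples gave few genes. In untreated MEFs, 1 of 4 splits that part as many same-numbered pairs gave 7007 or more genes between genotypes, and after NCS 1 of 4 gave 7131 or more. For NCS in wild-type and in 3KR MEFs it was also 1 of 4. The remaining 6 splits of each comparison, which keep 2 same-numbered pairs together, gave 0 to 2 genes. At an unadjusted p under 0.05, the splits other than the real one gave 298 to 597 genes between untreated genotypes, 295 to 613 between NCS-treated genotypes, 322 to 1954 for NCS in wild-type MEFs and 334 to 408 for NCS in 3KR MEFs. Trends over GC content and gene length, once removed, left 7357 and 7397 genes between genotypes, 6859 and 6868 of them shared. Thinning to equal depth left 6792 and 6932. Neither could account for the differences between genotypes, but the sex of the cells cannot be told apart from the genotype. In addition, 3 samples against 3 are too few for the splits to rule out the grouping. The FDRs treat the 3 samples of a group as independent, and whether they came from separate cultures was not settled here.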

How the results depend on the processing

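No alternative in this part was chosen after the result was seen. Of 175 counts recomputed under an alternative, 132 stayed within 1.5 times and 43 did not. Of 110 log2 fold changes of E2f1 and Apaf1, 100 kept direction and side of the threshold, 4 became significant and 6 changed sign. Of 1830 log2 fold changes of other genes chosen by the rule, 1769 kept both, 38 lost significance, 16 gained it and 7 changed sign. Of 308 list results, 297 kept their side and 11 lost significance. Of 60 normalized counts of E2f1, Apaf1 and Trp73, 56 moved by less than 1 SD.

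The genes that differed between genotypes numbered 6266 to 7173 without treatment and 6275 to 7292 after NCS over all alternatives, and the counts for NCS stayed within 1.5 times in both genotypes, at 3088 to 5239 and 3788 to 6175. The highest genotype counts came with the replicate number as a block, where same-numbered samples of different genotypes did not deviate together (mean correlation -0.02 without treatment and -0.01 after NCS). With the culture as a block, the difference in response to NCS was significant in 1379 genes in place of 572, and all 572 were shared. With at least 10 counts in every sample it was so in 680 genes, 61.0% of them higher in 3KR MEFs against 49.8% in the 572. Across the 12 fits that each left out 1 sample, it was 345 to 1159. The highest came without replicate 3 of untreated wild-type MEFs, and the cause was not tested.

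With the culture as a block, the response of Apaf1 was larger in 3KR MEFs by 0.15 (edgeR FDR = 0.0403, range 0.0403 to 0.302 over the alternatives). NCS raised E2f1 in 3KR MEFs by 0.13 with the block (edgeR FDR = 0.0415) and by 0.13 with only the 6 samples compared (edgeR FDR = 0.0218, range 0.0218 to 0.329). The block rests on the replicate numbers, which showed no sign of marking cultures in 3KR MEFs. Scaled by library total, the mean count in untreated 3KR MEFs was 1153 for E2f1 and 2411 for Apaf1. The cause was not tested.

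Leaving out 1 sample at a time, E2f1 in 3KR against wild-type MEFs ranged from -0.0993 to 0.0638 without treatment and from -0.0502 to 0.0168 after NCS. Its response to NCS in wild-type MEFs ranged from 0.0441 to 0.207 (edgeR FDR = 0.00383 at the highest, without replicate 3 of the untreated cells, range 0.00383 to 0.696) and the difference in response from -0.0796 to 0.0834. The mean count of E2f1 in untreated 3KR MEFs ranged from 1108 to 1131. Between genotypes after NCS, Smarca4 ranged from -0.0324 to 0.0229, Nbn from -0.0483 to 0.00257 and Kat2b from -0.0209 to 0.0739. Without treatment, Gapdh ranged from -0.0301 to 0.0305 and Neat1 from -0.0114 to 0.0462. Eln under NCS in wild-type MEFs ranged from -0.0621 to 0.00108. The cause of these changes of sign was not tested.

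The gene set counts depended most on the test. With camera and estimated inter-gene correlations, 0 Reactome sets passed without treatment (23 at an unadjusted p under 0.05), 0 of them immune (1), 0 nervous system (0) and 0 repair, cell cycle or apoptosis (2). After NCS, 0 passed (52), 0 immune (1), 0 nervous system (1) and 0 repair, cell cycle or apoptosis (19). With camera and a correlation of 0.01, 15 passed without treatment, with 1 immune, 3 nervous system and 0 repair, cell cycle or apoptosis sets (19 at an unadjusted p under 0.05), and 65 after NCS, with 1 immune and 18 repair, cell cycle or apoptosis sets. Ranking by the signed square root of the quasi-likelihood F left 1 immune set without treatment and 1 after NCS. Without treatment, 26 sets were higher and 9 lower in 3KR MEFs by the signal-to-noise ratio, 15 and 22 by this ranking, and 5 and 10 with camera and a correlation of 0.01. The ranking by the quasi-likelihood F with the replicate number as a block gave 61 sets without treatment, 30 higher and 31 lower, with 1 immune and 8 repair, cell cycle or apoptosis sets (7 higher and 1 lower in 3KR MEFs), and 1 immune set after NCS. After NCS, 32 repair, cell cycle or apoptosis sets passed with the ranking by the quasi-likelihood F, with and without the block (31 higher and 1 lower in each case). Without a filter on low counts, 11 nervous system sets passed after NCS. The hand-written lists moved less, with 8 to 10 of 14 past the threshold without treatment and 10 or 11 after NCS. Other splits of the same samples also gave 6 to 9 lists without treatment and 7 to 10 after NCS. Those splits hold both genotypes on each side in unequal numbers, so they still carry part of the genotype difference. The count of lists changes little with the grouping, and neither this nor its steadiness speaks for or against the genotype.

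Across the 6 fits that each left out 1 sample, Reactome sets numbered 14 to 46 without treatment and 66 to 151 after NCS. Immune sets numbered 5 to 9 and 5 to 12, nervous system sets 3 to 6 and 4 to 11, and repair, cell cycle or apoptosis sets 0 to 6 (14 at an unadjusted p under 0.05 where the count was 0) and 22 to 37. The lowest total in each treatment came without wild-type replicate 3. The cause was not tested. The depth limits Trp73, which was above the floor of 3 counts in 1 of 12 samples.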

Differences from the paper's values

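No test in this part was chosen after the result was seen. The paper's normalized counts for the genes of Fig. 4a and its read numbers did not differ from those computed here by more than the replicates or 1.5 times. The 36 sample values compared here were 0.818% to 1.36% above the paper's.

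The paper states that gene sets for DNA repair, the damage response, the cell cycle or apoptosis did not differ between genotypes. Its own Supplementary Data 3, for untreated MEFs, lists homologous recombination repair of double-strand breaks as higher in 3KR (entry 162, q = 0.036 by the paper's GSEA). Entries 149 and 192 of that list name apoptotic cell clearance and negative regulation of leukocyte apoptosis. Reactome sets were used here in place of the paper's Gene Ontology sets. Of the 87 matched to these themes by name pattern, 3 were enriched in 3KR MEFs without treatment and 34 after NCS. The patterns also took in sets for DNA replication and telomere maintenance, which were among the 34. They left out other sets, among them M phase, separation of sister chromatids and global genomic nucleotide excision repair, which were enriched in 3KR MEFs after NCS. DNA strand elongation was also left out and was enriched in 3KR MEFs in both treatments. The hand-written lists for the cell cycle and homologous recombination were enriched in 3KR MEFs in both treatments. Without treatment, the homologous recombination list did not pass with camera (FDR = 0.0707 at a correlation of 0.01 and 0.0758 with estimated correlations, range 0.00185 to 0.0758 over 11 alternatives). The lists for end joining (FDR = 0.457 and 0.577 by gene permutation) and apoptosis (FDR = 0.550 and 0.420 by gene permutation) did not pass in either treatment, and the list for damage signaling did not without treatment (FDR = 0.278 by gene permutation) and was at the threshold after NCS (FDR = 0.0500 by gene permutation), where it did not pass in 8 of 11 alternatives. Among the alternatives set before the data were examined, camera with estimated inter-gene correlations gave 0 such sets in both treatments (2 and 19 at an unadjusted p under 0.05). Without treatment, camera with a correlation of 0.01 gave 0 (19 at an unadjusted p under 0.05), and so did leaving out replicate 3 of the wild-type MEFs (14 at an unadjusted p under 0.05). No other alternative gave 0.

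The paper states that repair and checkpoint genes are not significantly affected. Without treatment, 39 of 47 cell cycle genes, 15 of 26 damage signaling genes and 13 of 34 homologous recombination genes were significantly higher in 3KR MEFs by edgeR, with medians of 0.28, 0.17 and 0.20 on the log2 scale. Significantly lower were 2, 2 and 0 genes of these lists. Of 17 end joining genes, 5 were significantly higher and 2 lower, with a median of 0.07. As a background, 45.7% of all 15327 tested genes differed without treatment, 3392 higher and 3615 lower.

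The paper states that most sets lower in 3KR MEFs, without or with NCS, concern neural development, differentiation or both. Sets for differentiation outside the nervous system were not counted here. Among the Reactome sets lower in 3KR MEFs, 5 of 9 matched the nervous system name patterns without treatment and 6 of 29 after NCS. In both treatments these included sets for potassium channels and L1CAM interactions, whose names do not mention the nervous system. Without treatment, the share was 50% or less with the ranking by the quasi-likelihood F (4 of 22), that ranking with the replicate number as a block (5 of 31), camera with a correlation of 0.01 (3 of 10), and without replicate 1 of the wild-type (3 of 7) or of the 3KR MEFs (3 of 6). With camera and estimated correlations, 0 sets passed (23 in all at an unadjusted p under 0.05). After NCS, the alternatives that gave more than 50% were leaving out replicate 1 of the wild-type MEFs (8 of 15) and leaving out replicate 3 of the 3KR MEFs (8 of 13). By the same name patterns, 41.7% of the paper's own Supplementary Data 2 entries carry nervous system names. A share of 50% or less is therefore not by itself a difference from the paper.

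The paper states that the sets higher in 3KR MEFs mainly concern innate immunity. Among the Reactome sets higher in 3KR MEFs, 10 of 26 carried immune names without treatment and 11 of 103 after NCS. By the same name patterns, 48.4% of the paper's own Supplementary Data 3 entries, for untreated MEFs, carry immune names. Without treatment, a share short of a majority is therefore not by itself a difference from the paper. Supplementary Data 4, for NCS-treated MEFs, was not used here. The highest share under an alternative was 5 of 10, without treatment and without replicate 3 of the wild-type MEFs.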

Other observations

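In this part, the test of the Hox genes and the test of differences between 2 replicates were chosen only after the result was seen. For the spread between replicates, the correlation of deviations from the group means was tested between untreated and NCS samples of the same number. In wild-type MEFs the mean over the 3 numbers was 0.323, against -0.15 for different numbers, across 9602 genes that are not independent. A single replicate that stands apart gives such a mean as well. The difference between replicates 1 and 2 of the wild-type was therefore compared between untreated and NCS samples, and its correlation across genes was 0.0214, against 0.434 for replicates 1 and 3 and 0.416 for replicates 2 and 3. The values are consistent with a separate culture for wild-type replicate 3, divided between the treatments, and showed no sign that replicates 1 and 2 were separate cultures. In 3KR MEFs it was 0.0179, against -0.01 for different numbers, so the numbers showed no sign of separate cultures there, and whether the 3KR samples come from 1 embryo or several cannot be told from these values. The chi-square per gene between libraries of a group was 2.04 to 2.34, apart from the 4 pairs with wild-type replicate 3, where it was 7.57 to 9.37. The values compare these libraries and not the conditions.

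Counts of enriched sets by gene permutation were also taken on other splits of the 6 samples of a treatment. Without treatment, 4 of 4 splits that part as many same-numbered pairs gave at least the 35 Reactome sets of the real split, and the others gave 37 to 76. The remaining 6 splits, which keep 2 same-numbered pairs together, gave 29 to 129, and 4 of them gave at least 35. After NCS, 1 of 4 gave the 132 sets of the real split, the others gave 22 to 103 and the remaining 6 gave 1 to 126. For the 14 hand-written lists, 1 of 4 gave the 10 lists of the real split without treatment, with 7 to 9 in the others, and 1 of 4 gave the 11 lists after NCS, with 7 to 9 in the others. The remaining 6 splits gave 6 to 9 and 7 to 10 lists. Every split other than the real one holds both genotypes on each side in unequal numbers, so it still carries part of the genotype difference. The counts from other splits therefore cannot decide whether the enriched sets of the real split come from the genotype. Sets of genes that vary together between cultures may reach the threshold in any grouping, since gene permutation does not include their correlation. With camera and estimated correlations, 0 sets passed (23 at an unadjusted p under 0.05).

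The cell cycle list fell after NCS by a median of 0.35 on the log2 scale in wild-type MEFs and by 0.16 in 3KR MEFs. The response was higher in 3KR MEFs for 45 of its 47 genes, and the difference was significant for 15. For p53 targets, the median response was 0.62 in wild-type and 0.75 in 3KR MEFs, and the difference was significant for 11 of 30 genes.

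After NCS, Hox genes of groups 9 to 13 were higher in 3KR MEFs in 15 of 16 cases and those of groups 1 to 5 lower in 11 of 12. Of the names in the paper's Supplementary Data 3, 7 match patterns for limb, skeleton or pattern formation.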
